# Genomewide and Enzymatic Analysis Reveals Efficient d-Galacturonic Acid Metabolism in the Basidiomycete Yeast Rhodosporidium toruloides

**DOI:** 10.1128/mSystems.00389-19

**Published:** 2019-12-17

**Authors:** Ryan J. Protzko, Christina A. Hach, Samuel T. Coradetti, Magdalena A. Hackhofer, Sonja Magosch, Nils Thieme, Gina M. Geiselman, Adam P. Arkin, Jeffrey M. Skerker, John E. Dueber, J. Philipp Benz

**Keywords:** *Rhodosporidium toruloides*, aerobic catabolism, carbon metabolism, galacturonic acid, yeasts

## Abstract

Biorefining of renewable feedstocks is one of the most promising routes to replace fossil-based products. Since many common fermentation hosts, such as Saccharomyces cerevisiae, are naturally unable to convert many component plant cell wall polysaccharides, the identification of organisms with broad catabolism capabilities represents an opportunity to expand the range of substrates used in fermentation biorefinery approaches. The red basidiomycete yeast Rhodosporidium toruloides is a promising and robust host for lipid- and terpene-derived chemicals. Previous studies demonstrated assimilation of a range of substrates, from C_5_/C_6_ sugars to aromatic molecules similar to lignin monomers. In the current study, we analyzed the potential of R. toruloides to assimilate d-galacturonic acid, a major sugar in many pectin-rich agricultural waste streams, including sugar beet pulp and citrus peels. d-Galacturonic acid is not a preferred substrate for many fungi, but its metabolism was found to be on par with those of d-glucose and d-xylose in R. toruloides. A genomewide analysis by combined transcriptome sequencing (RNA-seq) and RB-TDNA-seq revealed those genes with high relevance for fitness on d-galacturonic acid. While R. toruloides was found to utilize the nonphosphorylative catabolic pathway known from ascomycetes, the maximal velocities of several enzymes exceeded those previously reported. In addition, an efficient downstream glycerol catabolism and a novel transcription factor were found to be important for d-galacturonic acid utilization. These results set the basis for use of R. toruloides as a potential host for pectin-rich waste conversions and demonstrate its suitability as a model for metabolic studies with basidiomycetes.

**IMPORTANCE** The switch from the traditional fossil-based industry to a green and sustainable bioeconomy demands the complete utilization of renewable feedstocks. Many currently used bioconversion hosts are unable to utilize major components of plant biomass, warranting the identification of microorganisms with broader catabolic capacity and characterization of their unique biochemical pathways. d-Galacturonic acid is a plant component of bioconversion interest and is the major backbone sugar of pectin, a plant cell wall polysaccharide abundant in soft and young plant tissues. The red basidiomycete and oleaginous yeast Rhodosporidium toruloides has been previously shown to utilize a range of sugars and aromatic molecules. Using state-of-the-art functional genomic methods and physiological and biochemical assays, we elucidated the molecular basis underlying the efficient metabolism of d-galacturonic acid. This study identified an efficient pathway for uronic acid conversion to guide future engineering efforts and represents the first detailed metabolic analysis of pectin metabolism in a basidiomycete fungus.

## Abstract (precis)

The switch from the traditional fossil-based industry to a green and sustainable bioeconomy demands the complete utilization of renewable feedstocks. Many currently used bioconversion hosts are unable to utilize major components of plant biomass, warranting the identification of microorganisms with broader catabolic capacity and characterization of their unique biochemical pathways. d-Galacturonic acid is a plant component of bioconversion interest and is the major backbone sugar of pectin, a plant cell wall polysaccharide abundant in soft and young plant tissues. The red basidiomycete and oleaginous yeast Rhodosporidium toruloides has been previously shown to utilize a range of sugars and aromatic molecules. Using state-of-the-art functional genomic methods and physiological and biochemical assays, we elucidated the molecular basis underlying the efficient metabolism of d-galacturonic acid. This study identified an efficient pathway for uronic acid conversion to guide future engineering efforts and represents the first detailed metabolic analysis of pectin metabolism in a basidiomycete fungus.

## INTRODUCTION

Negative environmental impacts from fossil fuel consumption and volatile energy costs have accelerated academic and industrial efforts to develop sustainable commodity chemicals and biofuels via microbial fermentation of renewable plant biomass. Pectin-rich side streams from industrial processing of fruits and vegetables have a strong potential as fermentation feedstocks, as they are stably produced in high quantities and can be provided at low cost. Moreover, they accumulate centrally at their respective processing plants (reducing transport costs), are partly pretreated during processing, and are naturally devoid of lignin, overcoming major bottlenecks in lignocellulosic feedstock depolymerization. Furthermore, second-generation energy crops, such as agave and sugar beet, have high levels of pectin, sometimes exceeding 40% of the dry weight (1, 2). Despite these major advantages, pectin-rich feedstocks are largely disposed of in landfills and biogas plants or are sold as an inexpensive livestock feed after an energy-intensive drying and pelleting process. Utilizing these waste streams for the biorefinery would benefit the bioeconomy without augmenting current land use and decrease the contribution of these agricultural wastes to landfill overflow and environmental pollution through airborne spores from molds, which thrive on pectin-rich waste (3, 4).

Pectin is the most heterogeneous of the major plant cell wall polysaccharides and has four main structural classes: homogalacturononan (HG), rhamnogalacturonan I (RG-I), and the substituted HGs rhamnogalacturonan II (RG-II) and xylogalacturonan (XG). α-(1,4)-Linked d-galacturonic acid (d-galUA) is the major backbone sugar of all HG structures and can comprise up to 70% of the polysaccharide. d-galUA is a uronic sugar with the same hydroxyl configuration as d-galactose, but with a carboxylic acid group at the C-6 position. Other pectic monosaccharides include l-arabinose (l-ara), d-galactose (d-gal), l-rhamnose (l-rha), and d-xylose (d-xyl) (5, 6).

The catabolic pathway for d-galUA utilization has not yet been characterized in the Basidiomycota phylum. In ascomycetes, d-galUA is taken up by a major facilitator superfamily (MFS)-type transporter specific for uronic acids (7) and in a first step is reduced to l-galactonate by a d-galUA reductase, which either is NADPH specific or accepts either NADH or NADPH, depending on the organism (8, 9). Next, l-galactonate is transformed into 3-deoxy-l-threo-hex-2-ulosonate by a dehydratase (10) and then into l-glyceraldehyde and pyruvate by an aldolase (11). The last step of the reaction requires NADPH as a cofactor and is catalyzed by a glyceraldehyde reductase which converts l-glyceraldehyde to glycerol, a central metabolite (12).

Rhodosporidium toruloides is a strong candidate for bioconversion of pectin-rich waste streams. This basidiomycetous red yeast has been isolated from a wide variety of pectin-rich substrates (e.g., oranges [13], grapes, olives [14], and sugar beet pulp [14, 15]). R. toruloides can grow well on d-galUA as a sole carbon source (16), indicating an efficient pathway for d-galUA metabolism. Furthermore, R. toruloides is of increasing biotechnological interest as a host for bioconversions. The yeast naturally accumulates lipids and carotenoids, suggesting that it may be a promising host for the production of terpene- and lipid-based bioproducts (17). Additionally, the yeast can coutilize both hexose and pentose sugars (18, 19) and assimilate aromatic compounds, such as *p*-coumarate, derived from acylated lignins (20), suggesting advantages for efficient carbon utilization over conventional lignocellulosic conversion hosts. Finally, R. toruloides has advantages as a model system for basidiomycetes, as it is easily manipulated in laboratory settings, whereas the vast majority of known basidiomycetes are difficult to cultivate (21). Furthermore, genetic analyses and mutant strain development are becoming more efficient in R. toruloides as novel molecular tools are being developed (22–25).

The aim of the present study was to characterize the d-galUA utilization pathway of R. toruloides. Growth assays demonstrate that this pathway is highly efficient in comparison to the utilization of d-xyl or even d-glucose (d-glc). To identify all genes involved in d-galUA catabolism, parallel transcriptome sequencing (RNA-seq) and whole-genome RB-TDNA-seq studies were performed (22). The enzymes for each metabolic step were subsequently heterologously expressed in Escherichia coli and purified to verify their kinetic properties *in vitro*. Furthermore, we identified transporters and a novel transcription factor essential for d-galUA utilization. Finally, global carbon utilization trends underlying the high efficiency of d-galUA catabolism are discussed here. We believe that the results from this study offer crucial insights into basidiomycete d-galUA utilization and provide a starting point for engineering of R. toruloides as a host for pectin-rich waste bioconversion.

## RESULTS

### R. toruloides IFO0880 has a highly efficient d-galUA catabolism and can coutilize d-galUA with d-glucose and d-xylose.

Since it was known that R. toruloides can utilize both d-glc and d-xyl (18), we tested how the assimilation of d-galUA would compare to these rates and whether growth inhibition would be visible in mixed-substrate cultures. To this end, R. toruloides IFO0880 was grown in 200-μl-volume cultures with 50 mM (each) concentrations of these sugars as the sole carbon source as well as in cultures in which d-galUA was mixed with either d-glc or d-xyl in a 1:1 ratio. Surprisingly, despite a slightly slower acceleration phase (meaning the growth period between the lag phase [here approximately the first 6 h] and exponential growth phase [here after ∼24 h]) on d-galUA compared to d-glc in the first 24 h, culture densities of R. toruloides reached almost similar final optical densities (ODs) (Fig. 1A; see also Fig. S1A in the supplemental material). Moreover, d-galUA was completely consumed by that time, while total consumption of d-glc required about 70 h (Fig. 1B). With this rate, growth on d-galUA was faster than on d-xyl as the sole carbon source, which required about 80 h to reach the same density and more than 90 h to be completely consumed (Fig. 1C and D and Fig. S1B). In mixed cultures of d-galUA and d-glc, d-glc consumption was accelerated compared to that with single inoculations, indicating coutilization of the two sugars (Fig. 1B). The same was true for the cocultures of d-galUA and d-xyl (Fig. 1D and Fig. S1B). Also in this case, the presence of d-galUA led to an acceleration of d-xyl assimilation, while the d-galUA utilization was slightly delayed compared to that with the single inoculations.

**FIG 1:**
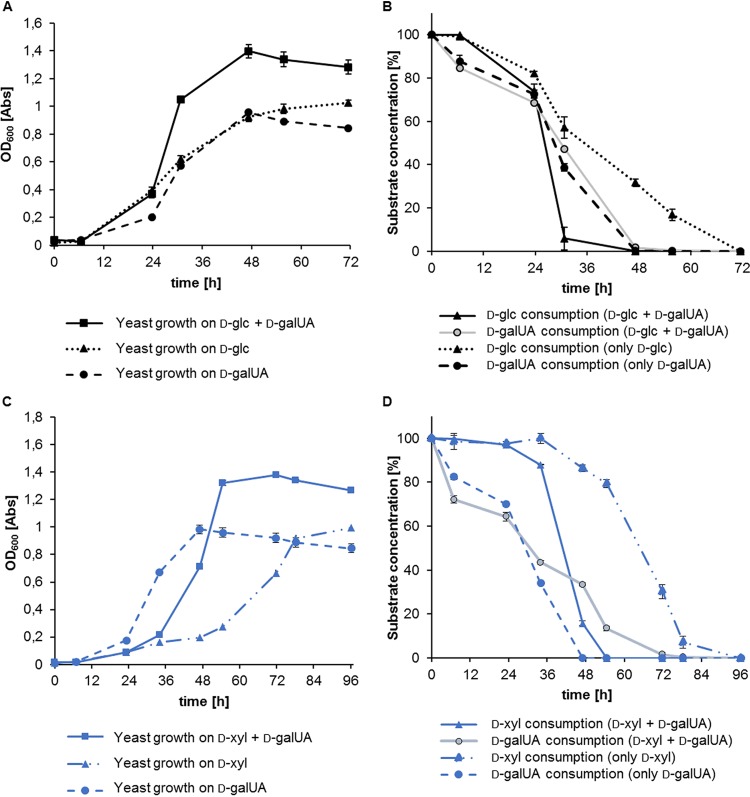
Growth assays of R. toruloides IFO0880 on single-carbon-source media exhibit efficient utilization of d-galUA compared to d-glc and d-xyl. Growth assays on mixed-carbon-source media show coconsumption of d-galUA with d-glu and d-galUA with d-xyl. (A) Culture growth (OD) over time on 50 mM (each) d-galUA, d-glc, and 1:1 mixed substrates. (B) Normalized sugar consumption of the same cultures. Dotted lines, dashed lines, and solid lines indicate d-glc, d-galUA, and mixed cultures, respectively. For sugar consumption of mixed cultures, d-glc consumption is shown by a black line, whereas d-galUA consumption is shown in gray. (C) Culture growth (OD) over time on 50 mM (each) d-galUA, d-xyl, and 1:1 mixed substrate. (D) Normalized sugar consumption of the same cultures. Dotted lines, dashed lines, and solid lines indicate d-xyl, d-galUA, and mixed cultures, respectively. For sugar consumption of mixed cultures, d-xyl consumption is shown as a blue line, whereas d-galUA consumption is shown in gray. Values are the means of three biological replicates. Error bars indicate SD.

10.1128/mSystems.00389-19.1 FIG S1 Growth assays of R. toruloides IFO0880 on either single- or mixed-carbon-source media (see Fig. 1) with OD_600_ values plotted in log_10_ scale over time. (A) Culture growth on 50 mM d-glc or d-galUA or mixed sugars with equal concentrations. The solid line indicates mixed-sugar conditions, the dotted line illustrates yeast growth on d-glc, and the dashed line shows growth on d-galUA. (B) Culture growth on 50 mM d-xyl or d-galUA or the two sugars mixed in equal concentrations. In blue, the solid line shows growth on both d-xyl and d-galUA media, whereas the dashed line illustrates growth on d-galUA as the sole carbon source. Growth on only d-xyl is shown as a dotted/dashed line. Download FIG S1, PDF file, 0.05 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Since the above-described experiments were performed at low concentrations of monosaccharides, we performed an additional growth assay at 500 mM of substrate and a larger volume (50 ml) to resemble industrial settings with improved economics (Fig. 2). The high sugar loadings were tolerated by R. toruloides, reaching similar ODs like observed in the small cultures for d-galUA and about doubled culture densities on d-glc as the sole carbon source. The mixed-sugar condition led to an accelerated growth rate, corroborating the positive effect of coconsumption that was already visible in the initial assays. These results demonstrate that the presence of d-galUA appears not to be inhibitory to the catabolism of C_5_ and C_6_ sugars but rather leads to enhanced utilization.

**FIG 2:**
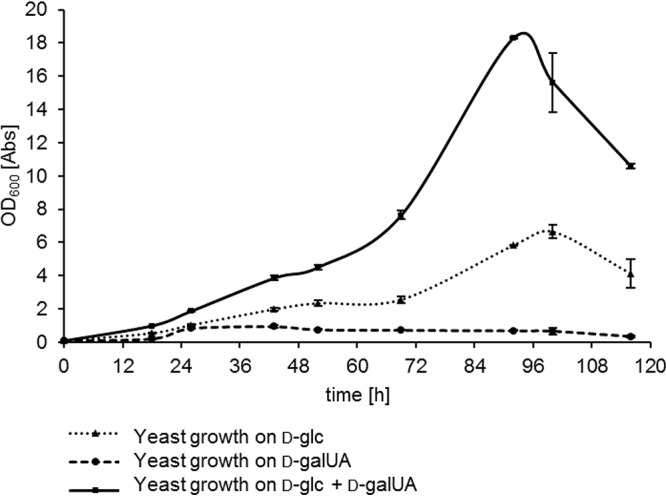
Growth assays of R. toruloides IFO0880 on single and mixed cultures (1:1) of d-glc and d-galUA on 500 mM substrate concentration in 50-ml culture volumes. Culture growth (OD) was measured over time. Dotted lines, dashed lines, and solid lines indicate d-glc, d-galUA, and mixed cultures, respectively. Values are the means of three biological replicates. Error bars indicate SD.

### Identification of putative d-galUA utilization genes using differential RNA-seq analysis.

We hypothesized that the genes involved in d-galUA utilization in R. toruloides could be identified by analyzing the transcriptional response to media containing d-galUA as the sole carbon source compared to media containing either d-glc or glycerol. Therefore, after growth of R. toruloides IFO0880 on either 2% d-galUA, 2% glycerol, or 2% d-glc, RNA was extracted during the log growth phase and the transcriptome analyzed by RNA-seq. 

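R. toruloides IFO0880, a red basidiomycete yeast, was grown on each of the 3 carbon sources, and enriched mRNA was sequenced as 50-bp single-end reads. The paper gives 3 cultures per carbon source, at 2% substrate in one part of its methods and 50 mM d-galUA or glycerol in another. The harvest was in log phase by its results and at the onset of stationary phase, at an OD of 2.0, by its methods. The deposited tables cover 9 libraries, labelled as 3 d-galUA, 4 d-glc and 2 glycerol libraries. The authors mapped the reads with HISAT2 2.1.0 and estimated FPKM, TPM and coverage per gene with StringTie 1.3.3b, for 8578 gene models of the version 4 genome annotation. Of these gene models, 8486 carry the number of a protein and 92 carry a CAND identifier.
Which libraries the paper averaged was read from its Table S1, of which 1999 of 8486 genes were used here. For every set of 3 libraries out of the 84 possible, the mean FPKM was compared with each column of that table. The d-glc column matched the libraries labelled d-glc replicates 1 to 3, with a median difference of 6.19e-05%. The glycerol column matched the 2 libraries labelled glycerol together with the library labelled d-glc replicate 4, with a median difference of 5.96e-05%. For the next best set the median difference from the glycerol column was 9.83%. Values are therefore given over the paper's groups of 3 libraries, and then over the groups as labelled. The paper's text gives no reason for the label of that library.
Depth was computed from the deposited coverage and FPKM, in M mapped reads of 50 bp (M, mega). It ranged from 33.6 to 36.9 on d-galUA, with a median of 35.2 (n = 3 libraries). On d-glc it ranged from 28.5 to 51.9, with a median of 38.6 (n = 3). In the glycerol group of the paper it ranged from 25.8 to 36.6, with a median of 35.0 (n = 3), and the library labelled d-glc replicate 4 had 25.8. The paper gives about 40 M reads acquired per replicate, and the values here use the mapped reads. Across genes, the Pearson correlation of log2(FPKM + 1) between libraries of one group of the paper was at least 0.978, and between groups it was at most 0.908. The library labelled d-glc replicate 4 had a correlation of 0.987 to 0.988 with the libraries labelled glycerol and of 0.876 to 0.878 with the other libraries labelled d-glc. Differences were tested with limma 3.58.1 on log2(FPKM + 1), with Benjamini-Hochberg adjustment, so fold changes of genes with low FPKM are understated.

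**Figure D1:**
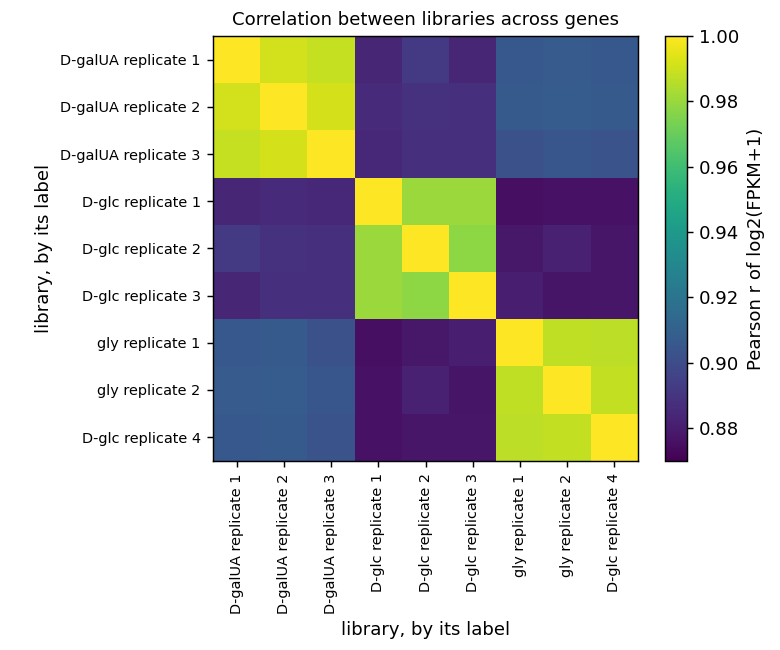
Pearson correlation of log2(FPKM + 1) across genes for each pair of the 9 libraries, named by their labels and ordered by the groups of the paper. The library labelled d-glc replicate 4 lies in the block of the libraries labelled glycerol, with correlations of 0.987 to 0.988.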

Overall, more than 2,000 genes displayed differential transcript abundances between these three conditions, reflecting the significantly different requirements for growth on these carbon sources (Table S1). 

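Of 8578 gene models, 8479 had an FPKM above 0 in at least 1 library and were tested. limma's F test across the 3 carbon sources gave an adjusted p under 0.05 for 5895 genes. Among these, 5278 had a mean FPKM of 5 or more on at least 1 carbon source. A total of 2413 genes also differed at least 2-fold in mean FPKM between carbon sources. The grouping of the libraries moved this count most: with the libraries grouped as labelled it was 928, of which 908 were also among the 2413. Without any minimum FPKM the count was 2949.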

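The genes that differed between the carbon sources were clustered on the FPKM of the 9 libraries, with Pearson correlation as the similarity and average linkage, and the tree was divided into 3 clusters. The cluster highest on d-glc held 857 genes, that highest on glycerol 901 genes and that highest on d-galUA 655 genes. In 90.3% of these genes, the carbon source with the highest mean FPKM was that of the cluster. Sorted by the highest mean FPKM alone, 881 genes were highest on d-glc, 848 on glycerol and 684 on d-galUA. The size of the d-glc cluster changed most with the grouping of the libraries, and with the groups as labelled it held 163 genes.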

Hierarchical clustering separated the differentially expressed genes into three clusters of 869 genes most highly expressed on d-glc, 889 genes most highly expressed on glycerol, and 625 genes most highly expressed on d-galUA (Fig. 3). 

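The 4 genes with sequence similarity to d-galUA pathway enzymes of filamentous fungi were RTO4_11882, RTO4_12062, RTO4_12061 and RTO4_9774. RTO4_11882, a homolog of GAR1, had a mean FPKM of 7667 ± 685 (SD, n = 3) on d-galUA, 118 ± 21.0 on d-glc and 63.8 ± 6.72 on glycerol. Its log2 fold change was 6.89 (SE 0.14, limma adjusted p = 4.20e-10) against glycerol and 6.02 (SE 0.14, limma adjusted p = 3.58e-10) against d-glc. RTO4_12062, a homolog of GaaB, had a mean FPKM of 9846 ± 265 on d-galUA, 25.5 ± 2.60 on d-glc and 57.3 ± 17.5 on glycerol (SD, n = 3). It rose by a log2 fold change of 7.44 (SE 0.17) against glycerol and of 8.54 (SE 0.17) against d-glc. For RTO4_12061, a homolog of GaaC, the mean FPKM was 6397 ± 359, 24.5 ± 8.28 and 134 ± 29.8 on d-galUA, d-glc and glycerol. The log2 fold change of this gene was 5.58 (SE 0.21) against glycerol and 8.02 (SE 0.21) against d-glc. RTO4_9774, a homolog of GaaD, had a mean FPKM of 3981 ± 312 on d-galUA, 524 ± 71.6 on d-glc and 699 ± 94.5 on glycerol.
All 4 genes belonged to the cluster highest on d-galUA, and every d-galUA library had a higher FPKM than each of the other 6 libraries. Chance alone puts 1.19% of genes in this order. The library labelled d-glc replicate 4 had an FPKM of 71.5 for RTO4_11882, 77.4 for RTO4_12062, 124 for RTO4_12061 and 602 for RTO4_9774. With the libraries grouped as labelled, the mean FPKM on d-glc was 107, 38.5, 49.4 and 544 for these genes in the same order, and on glycerol it was 59.9, 47.2, 139.5 and 748. Across the 22 alternatives tried, the largest adjusted p of limma or Ballgown's test for RTO4_12061 was 0.00169 against glycerol.

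**Figure D2:**
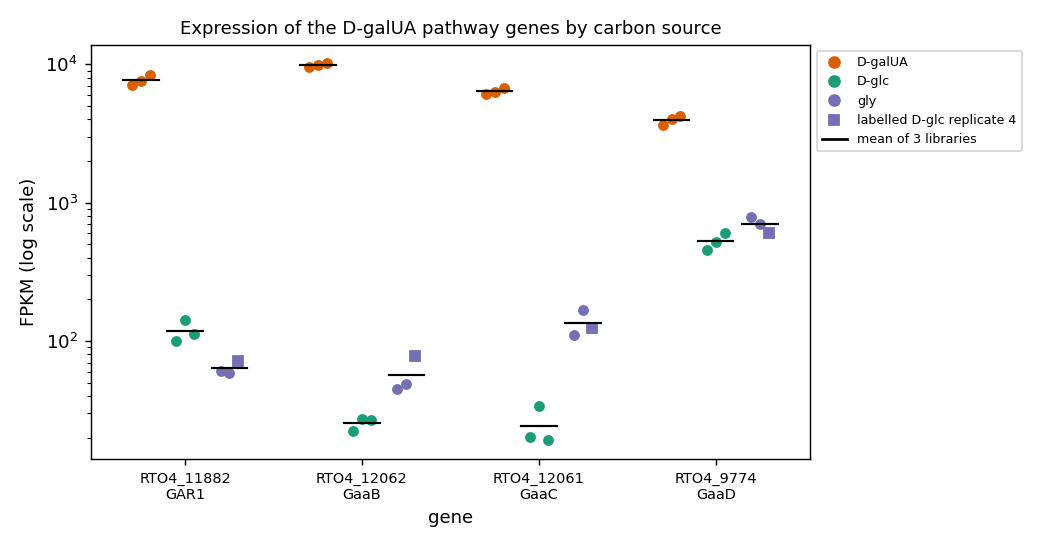
FPKM of the 4 pathway genes in each library, on a log scale, by carbon source. Points are libraries, lines are the means of 3 libraries, and the square is the library labelled d-glc replicate 4. The d-galUA libraries of RTO4_12062 have a mean of 9846.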

The last cluster included several genes with sequence similarity to genes for known enzymes participating in d-galUA catabolism in Aspergillus niger, Trichoderma reesei, and Neurospora crassa (Table 1).

**FIG 3:**
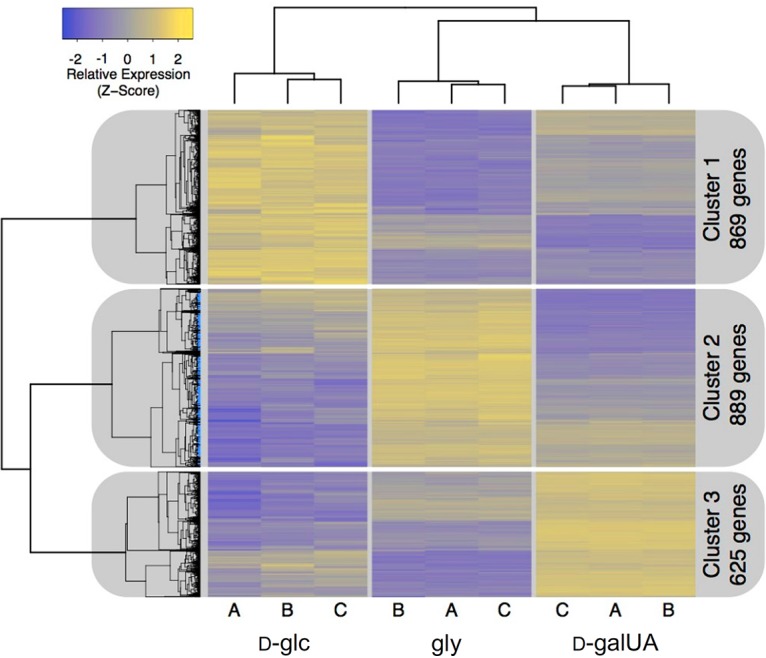
Hierarchical clustering of R. toruloides gene expression data reveals three major clusters based on carbon source. Cluster 1 contains 869 genes most highly expressed on d-glc, cluster 2 contains 889 genes most highly expressed on gly, and cluster 3 contains 625 genes most highly expressed on d-galUA.

**TABLE 1:** Putative enzymes involved in d-galUA catabolism are upregulated when R. toruloides is grown in d-galUA as a sole carbon source (Fig. 3, cluster 3)^*a*^

Protein ID	Homolog(s)	Reported/putative function(s)	FPKM		
			d-galUA	d-glc	gly
RTO4_12062	A. niger GaaB, T. reesei Lgd1, N. crassa NCU07064	l-Galactonic acid dehydratase	9,846	26	57
RTO4_11882	T. reesei Gar1	d-galUA reductase	7,667	118	64
RTO4_12061	A. niger GaaC, T. reesei Lga1, N. crassa NCU09532	2-Keto-3-deoxy-l-galactonate aldolase	6,397	24	134
RTO4_9774	A. niger GaaD (LarA, Alr, Err1), T. reesei Gld1	l-Glyceraldehyde reductase, pentose reductase, erythrose reductase	3,981	524	699

a The RTO4 protein identifier (ID), homologs to filamentous fungus d-galUA catabolic pathway genes, reported/putative function, and FPKM values are shown for d-galUA, d-glc, and gly.

10.1128/mSystems.00389-19.5 TABLE S1 Summary of RNA-seq and fitness data on d-galUA, d-glc, and glycerol. Average FPKM, fitness scores, and T statistics across three biological replicates for every gene in the R. toruloides IFO 0880 genome are shown. Genes are listed by their protein ID in version 4 of the genome publicly available at genome.jgi.doe.gov/Rhoto_IFO0880_4/. Orthologous genes in the S. cerevisiae genome are listed where clear orthologs exist. FPKM were tabulated with HISAT2 and Stringtie. 

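Ballgown's test, an F test per gene on log2(FPKM + 1) with a term for library size, was written out and run on the groups of the paper. The q values were compared with those of the 1999 genes of Table S1 used here. The median absolute log10 ratio of the q values was 0.00522, and the largest was 0.109. For 1997 of these genes, the q value fell on the same side of 0.05.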

Q-values (multiple hypothesis corrected *P* value) across all three carbon sources with the Ballgown package for the R statistical computing platform are included as a measure of statistically significant differential expression. Fitness scores are log_2_ ratios of barcode abundance after growth for 5 to 7 generations under the experimental condition versus the mutant pool before growth in the experimental condition. T-statstics are a measure consistency between different barcoded insertions in the same gene (see PMID 29521624 for details). Genes with |T| of >3 are considered to have significant fitness effects. The number of individual barcoded insertions with sufficient sequencing depth for fitness analysis is listed for each gene. Download Table S1, XLSX file, 1.2 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Identification of genes required for d-galUA metabolism using genomewide fitness profiling.

To rapidly assess which R. toruloides genes are necessary for growth in d-galUA, we grew a sequence-barcoded random insertion library of R. toruloides IFO0880 on either 2% d-galUA, 2% gly, or 2% d-glc, similar to the case with the RNA-seq analysis described above. Insertions in genes necessary for growth in the respective carbon sources should prevent or slow growth in those conditions, thus leading to a depletion in the relative abundance of the sequence barcodes associated with those insertions (22). Transfer DNA (T-DNA) insertions in 28 genes led to significant growth defects on d-galUA versus d-glc, and insertions in 20 genes led to significant growth defects on d-galUA versus glycerol (Table 2 and Fig. 4). After filtering for statistical significance, we combined our RNA-seq data and fitness profiling data sets to gain further insight into the metabolism of d-galUA. 

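On the RNA side, 251 genes had a mean FPKM at least 2-fold higher on d-galUA than on both glycerol and d-glc, with an adjusted p under 0.05 from limma's F test. Of all 8479 genes tested, 1368 had a higher FPKM in each d-galUA library than in the other 6 libraries, an order that chance gives for 1.19% of genes. Among the 251 genes, the median ratio of mean FPKM on d-galUA to the higher of the other carbon sources was 3.15, and the ratio was 10 or more for 39 genes. Without a minimum FPKM, 360 genes met the criteria, and with the libraries grouped as labelled there were 266. Comparisons that share the d-galUA libraries share their chance values. In 20 simulations of unchanged groups, the log2 fold changes of the comparisons had a correlation across genes of -0.0565 to 0.176, against 0.411 in the data. The simulated median was 0.0147, so the simulations show little of these shared chance values. They therefore do not tell how much of the 0.411 comes from the shared libraries. In these simulations the highest count of genes higher on d-galUA than on both was 0, against 251 in the data. It was 0 for each single comparison as well, so it cannot tell what the shared libraries add to the joint count. Of 100 splits of the 9 libraries into groups of 3, the real one included, 5 gave at least 251 genes, and the highest other split gave 414. Such a split can keep the 3 libraries of 1 carbon source together, so it can count real differences and does not test chance.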

Only seven genes had at least a 2-fold increase in transcript abundance on d-galUA and at least a 2-fold decrease in abundance for insertional mutants on d-galUA compared to glycerol and d-glc (Table 2). These genes included homologs to the previously characterized d-galUA utilization pathways in A. niger (GaaB, GaaC, and GaaD [9]) and Trichoderma reesei (GAR1 [8]). RTO4_9841, an MFS-type transporter related to pentose transporters (e.g., LAT-1 in N. crassa; NCU02188) was also both transcriptionally induced and required for robust growth on d-galUA, although other transporters were also specifically induced on d-galUA and may therefore be involved in the transport of d-galUA (Table 2). 

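RTO4_9841 had a mean FPKM of 4605 ± 289 (SD, n = 3) on d-galUA, 23.2 ± 2.28 on d-glc and 77.7 ± 6.63 on glycerol. Its log2 fold change was 5.87 (SE 0.10, limma adjusted p = 1.95e-10) against glycerol and 7.58 (SE 0.10, limma adjusted p = 1.54e-11) against d-glc. The gene overlaps RTO4_9840 on the opposite strand by 203 bp, and the paper's text does not state whether the counting used strand. RTO4_16194, which Table S1 notes as a transporter, had a mean FPKM of 3146 ± 121 on d-galUA, 12.8 ± 1.63 on d-glc and 41.4 ± 2.98 on glycerol. RTO4_10452, a homolog of NCU02188, had a mean FPKM of 815 ± 50.3, 3.00 ± 0.643 and 72.2 ± 5.21 on the same carbon sources. Its adjusted p against glycerol, from limma or Ballgown's test, ranged from 1.79e-09 to 0.0724 over the 22 alternatives, the highest being with the libraries grouped as labelled. In the library labelled d-glc replicate 4, the FPKM was 85.3 for RTO4_9841, 44.8 for RTO4_16194 and 70.9 for RTO4_10452. Grouped as labelled, the means on d-glc were 38.7, 20.8 and 20.0, and those on glycerol were 73.9, 39.7 and 72.9.
RTO4_9848, noted in Table S1 as a paralog of RTO4_9841 and possible pseudogene, had an FPKM of 1702, 2368 and 2053 in the d-galUA libraries. It was listed at 0 in the 3 glycerol libraries of the paper and in d-glc replicates 2 and 3, and at 0.555 in d-glc replicate 1. Reads from paralogs can be assigned to either copy. The homologs of the d-galUA transporter GAT-1 were higher on glycerol than on d-galUA. RTO4_13727 had a mean FPKM of 106 ± 5.13 on d-galUA and 474 ± 56.1 on glycerol, and overlaps RTO4_13726 and RTO4_13728 by 283 bp in all. RTO4_13731 had a mean FPKM of 50.7 ± 2.25 on d-galUA and 241 ± 14.2 on glycerol. With the libraries grouped as labelled, the adjusted p of RTO4_13727 against glycerol was 0.0583 from limma, and over the 22 alternatives, Ballgown's test included, it ranged from 9.28e-08 to 0.0583.

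**Figure D3:**
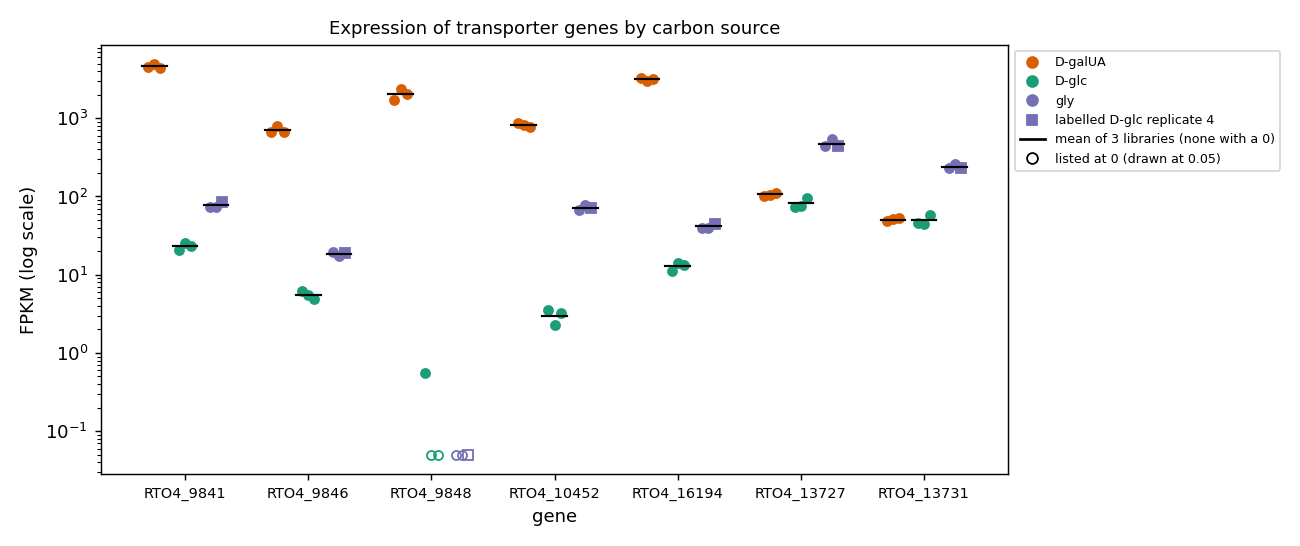
FPKM of 7 transporter genes in each library, on a log scale, by carbon source. Open points are libraries listed at 0, the square is the library labelled d-glc replicate 4, and lines are means of 3 libraries. RTO4_13727 and RTO4_13731 are highest on glycerol, with means of 474 and 241.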

RTO4_13270, a fungus-specific zinc binuclear cluster transcription factor (TF), was also induced by d-galUA, and insertional mutants were severely deficient for growth on d-galUA, suggesting a primary role in regulating expression of d-galUA utilization enzymes. 

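The transcript of RTO4_13270, on the plus strand of scaffold 3 from 1262917 to 1265999, had a mean FPKM of 92.7 ± 3.52 (SD, n = 3) on d-galUA, 9.32 ± 1.31 on d-glc and 12.4 ± 1.04 on glycerol. The log2 fold change was 2.81 (SE 0.12, limma adjusted p = 2.77e-08) against glycerol and 3.19 (SE 0.12, limma adjusted p = 9.37e-09) against d-glc. An FPKM of 13.4 was found in the library labelled d-glc replicate 4, and with the libraries grouped as labelled the means were 10.3 on d-glc and 11.9 on glycerol. Over the 22 alternatives, the log2 fold change against glycerol ranged from 2.49 to 2.89.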

Finally, an ortholog of GAL7 was also induced and required for robust growth on d-galUA.

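GAL7, RTO4_11332, had a mean FPKM of 330 ± 21.1 (SD, n = 3) on d-galUA, 54.8 ± 6.11 on d-glc and 57.5 ± 2.68 on glycerol. It was higher on d-galUA by a log2 fold change of 2.50 against glycerol and 2.57 against d-glc (SE 0.10 each). The adjusted p from limma was 2.45e-08 and 1.66e-08, respectively. An FPKM of 55.4 was found in the library labelled d-glc replicate 4, and the means over the groups as labelled were 54.9 on d-glc and 58.5 on glycerol.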

**TABLE 2:** Genes with d-galUA-specific induction and importance for fitness on d-galUA compared to gly and d-glc identify a hexose transporter, homologs to the ascomycete d-galUA catabolism pathway, and a putative d-galUA transcription factor

Protein ID	Name	Description	Mean FPKM			Fitness score		
			d-galUA	gly	d-glc	d-galUA	gly	d-glc
RTO4_9841		Hexose transporter	4,605	78	23	−2.3	0.2	−0.1
RTO4_11882	GAR1	Reductase	7,667	64	118	−4.0	0.0	0.3
RTO4_12062	GaaB	l-Galactonic acid dehydratase	9,846	57	26	−3.3	0.0	−0.4
RTO4_12061	GaaC	2-keto-3-deoxy-l-galactonate aldolase	6,397	134	24	−5.1	−0.4	−0.3
RTO4_9774	GaaD	NADPH-dependent erythrose reductase	3,981	699	524	−0.8	0.0	0.1
RTO4_11332	GAL7	Galactose-1-P uridyl transferase	330	58	55	−1.6	−0.1	−0.1
RTO4_13270		ZnCys transcription factor	93	12	9	−4.0	0.0	0.0

**FIG 4:**
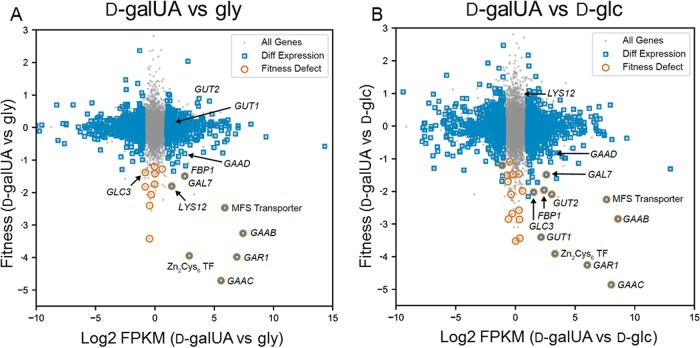
Plotting relative fitness scores versus differential expression of d-galUA grown R. toruloides identifies genes with essential function in d-galUA utilization. Genes with significant differential expression had a minimum FPKM of >5, at least a 2-fold difference in average FPKM between the two plotted conditions, and a multiple-hypothesis-adjusted *P* value of <0.05, as calculated across d-galUA), gly, and d-glc with the Ballgown analysis package for R. Genes with a relative fitness defect had relative T-statistics of less than −3 between conditions and relative fitness scores of less than −1 between the two plotted conditions. (A) Relative fitness scores versus relative transcript abundance for d-galUA versus gly grown cells. Catabolic pathway genes homologous to those in the A. niger and T. reesei utilization pathways (the GAR1, GaaB, GaaC, and GaaD genes), an MFS sugar transporter, and zinc finger transcription factor are clearly induced and required for fitness on d-galUA. (B) Relative fitness scores versus relative transcript abundance for d-galUA- versus d-glc-grown cells, illustrating additional pathways involved in d-galUA metabolism. Glycerol catabolism genes, such as the GUT1 and GUT2 genes, are found to be induced and required for fitness when cells are grown on d-galUA rather than d-glc.

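With these criteria and limma's F test in place of Ballgown's, 592 genes were higher and 652 lower on d-galUA than on glycerol. Against d-glc, 698 genes were higher and 627 lower on d-galUA. Glycerol and d-glc differed in 1593 genes, 764 of them higher on glycerol. With Ballgown's test, 587 genes were higher and 643 lower on d-galUA than on glycerol. With the libraries grouped as labelled, 381 genes were higher and 331 lower on d-galUA than on glycerol, and 374 were higher and 330 lower than on d-glc.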

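GUT1, RTO4_11022, had a mean FPKM of 122 ± 6.17 (SD, n = 3) on d-galUA, 27.5 ± 5.92 on d-glc and 49.4 ± 4.56 on glycerol. Its log2 fold change on d-galUA was 2.13 (SE 0.14, limma adjusted p = 7.34e-07) against d-glc. GUT2, RTO4_11039, had a mean FPKM of 405 ± 25.6 on d-galUA, 49.1 ± 9.23 on d-glc and 30.6 ± 3.79 on glycerol. It was higher on d-galUA than on d-glc by a log2 fold change of 3.03 (SE 0.14, limma adjusted p = 4.81e-08). Against glycerol the log2 fold change on d-galUA was 1.29 for GUT1 and 3.69 for GUT2. In the library labelled d-glc replicate 4, the FPKM was 54.2 for GUT1 and 35.0 for GUT2. Grouped as labelled, the means on d-glc were 34.2 and 45.6, and those on glycerol were 47.1 and 28.4. The adjusted p of GUT1 against d-glc, from limma or Ballgown's test, ranged from 1.90e-07 to 0.00213 over the 22 alternatives.

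**Figure D4:**
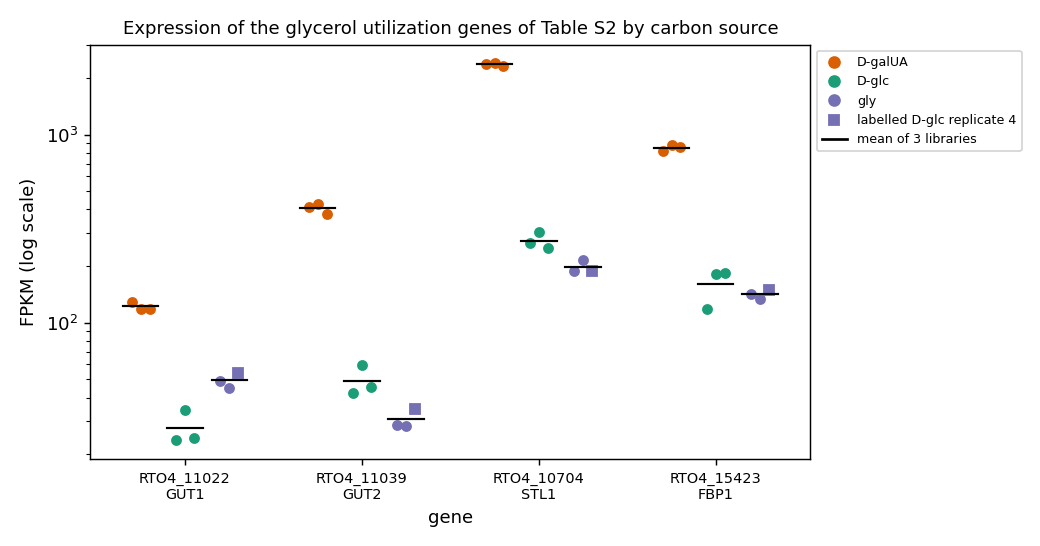
FPKM of the glycerol utilization genes of Table S2 in each library, on a log scale, by carbon source. Points are libraries, lines are means of 3 libraries, and the square is the library labelled d-glc replicate 4. GUT2 has means of 405 on d-galUA and 30.6 on glycerol.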

Additional genes were identified to be required for utilization of d-galUA and glycerol over d-glc (Table S2). These genes include members of the canonical glycerol utilization pathway, GUT1 and GUT2, and the glycerol proton symporter, STL1, the last showing a modest, but statistically significant, growth defect on glycerol. Mutants in homologs to members of the known carbon catabolite-regulating AMPK/SNF1 protein kinase complex (a Mig1/CreA/CRE-1 repressor; SNF1, SNF4, and SIP2) (26) were also deficient for growth on one or both of these alternative carbon sources, as were mutants in two G proteins (orthologs of S. cerevisiae CDC42 and Homo sapiens RAB6A) and likely interacting guanine exchange factors. Disruptions in thiolation of some tRNA residues also consistently resulted in small, but significant, fitness defects on d-galUA and glycerol but not on d-glc, further evidence that this process plays a role in nutrient sensing and carbon metabolism in diverse fungi (27, 28).

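Table S2 lists 36 genes, all of which were tested. Adjusted over the list alone, 22 genes differed between d-galUA and glycerol and 27 between d-galUA and d-glc with an adjusted p under 0.05 from limma. Adjusted over all genes tested, these counts were 22 and 23. The legend of Table S2 gives fitness defects or induction as the basis of the list. For genes listed for their induction in these libraries, none of the counts given here is independent evidence. At least 2-fold differences were fewer: 5 genes were higher and 3 lower on d-galUA than on glycerol, and 8 were higher and 2 lower than on d-glc. The list count against d-glc was 13 with the libraries grouped as labelled. Among genes of galactose utilization, GAL10 (RTO4_8969) had a mean FPKM of 490 ± 22.8 on d-galUA, 241 ± 55.4 on d-glc and 440 ± 37.6 on glycerol (SD, n = 3), and overlaps another gene model by 72 bp. SIT1 (RTO4_12325) had 124 ± 22.2 on d-galUA, 457 ± 17.8 on d-glc and 2.35 ± 0.505 on glycerol, and 2.92 in the library labelled d-glc replicate 4.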

10.1128/mSystems.00389-19.6 TABLE S2 Genes from potentially interesting functional groups with fitness defects and/or induction on d-galUA and gly compared to d-glc identify global genetic factors required for respective carbon source utilization. Essential genes do not have fitness scores (N/A), as they are absent from the insertion library. FPKM values are shaded orange in proportion to expression level. Fitness scores are shaded blue in proportion to negative scores and orange for positive scores. Download Table S2, PDF file, 0.1 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### *In vitro* enzymatic characterization of the d-galUA catabolic proteins.

Based on the data described above and previous knowledge from ascomycetes, a model of d-galUA catabolism was hypothesized (Fig. 5). Intriguingly, a two-gene cluster was observed in R. toruloides, similar to what was described for ascomycetes (9). However, in this case, the *gaaC* homolog RTO4_12061 was linked not with the *gaaA* homolog (which is absent from the genome) but with RTO4_12062, the homolog of *gaaB* and *lgd1* in A. niger and T. reesei, respectively (Fig. 5A).

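In the deposited tables, RTO4_12061 lies on the minus strand of scaffold 2 from 373079 to 374655 and RTO4_12062 on the plus strand from 376601 to 378918, with 1945 bp between them. The gene model RTO4_CAND94 fills most of this interval, on the plus strand from 374826 to 376489. Its mean FPKM was 39.3 ± 3.02 (SD, n = 3) on d-galUA, 2.95 ± 0.479 on d-glc and 2.58 ± 0.379 on glycerol. Reads from the edges of its neighbors were not excluded as a source of these values. On the other side of RTO4_12061, at a distance of 403 bp, RTO4_12060 had a mean FPKM of 80.6 ± 1.52 on d-galUA, 0.125 ± 0.0383 on d-glc and 0.295 ± 0.181 on glycerol. RTO4_12063, which follows RTO4_12062, had a mean FPKM of 31.3 ± 6.73 on d-galUA, 42.4 ± 12.0 on d-glc and 31.6 ± 3.19 on glycerol, and its difference was not past the threshold (limma adjusted p = 0.916 against glycerol).

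**Figure D5:**
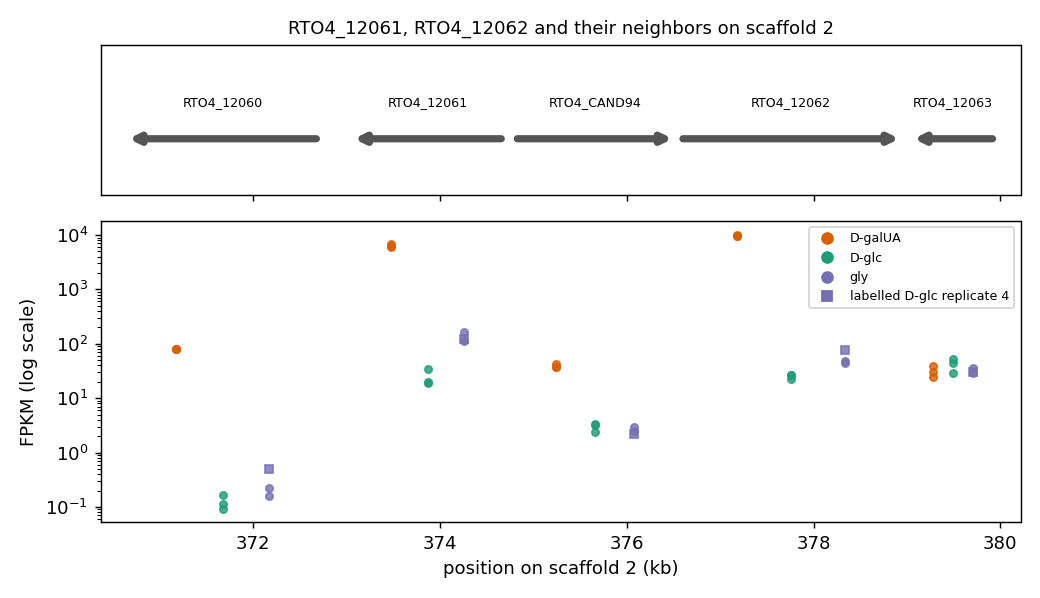
Gene models around RTO4_12061 and RTO4_12062 on scaffold 2, with arrows giving the strand, and the FPKM of each library at each gene model on a log scale. Points are libraries, colored by the carbon source of the paper's groups, and the square is the library labelled d-glc replicate 4. RTO4_CAND94 lies between the pair, with a mean of 39.3 on d-galUA.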

**FIG 5:**
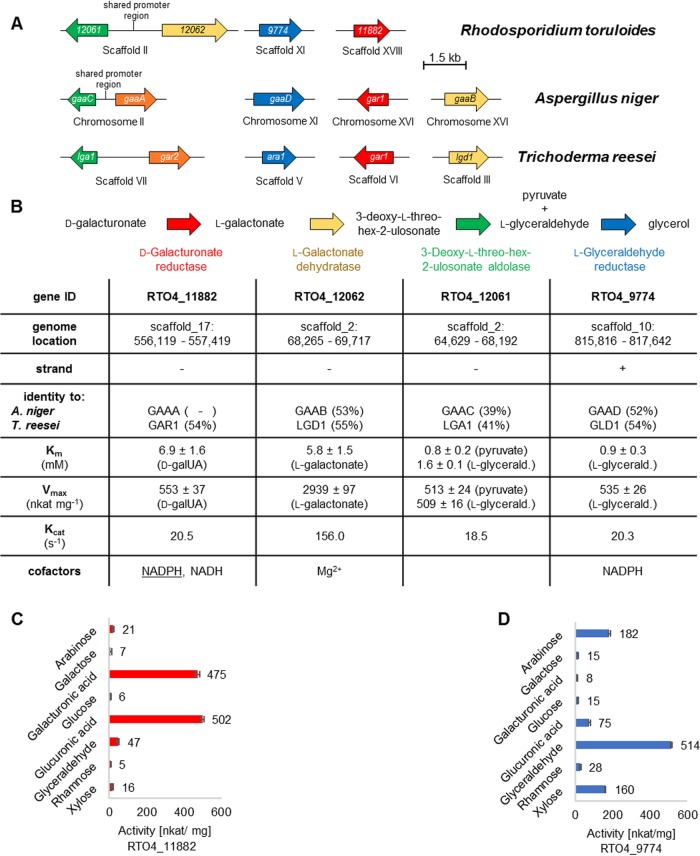
Gene arrangement and kinetic properties of the putative d-galUA-metabolizing enzymes in R. toruloides. (A) Gene synteny in comparison to A. niger and T. reesei. In R. toruloides, two genes appear linked in the genome, including a shared promoter region, but in contrast to the ascomycetes, it is those coding for the second and third steps of the pathway and not the first and third. (B) Table summarizing the major genomic and kinetic properties of the putative d-galUA-catabolizing genes and enzymes, respectively. Underlined NADPH indicates the favored cofactor of RTO4_11882. (C) Substrate spectrum of the putative d-galUA reductase. (D) Substrate spectrum of the putative l-glyceraldehyde reductase.

To confirm the corresponding enzyme activities, *in vitro* biochemical studies were performed. The enzymes were heterologously expressed in E. coli and purified to characterize their activity. The putative d-galUA reductase and GAR1 homolog RTO4_11882 displayed clear d-galUA reduction activity with a *K_m_* of about 7 mM (Fig. 5B and Fig. S2A). The *V*_max_ at saturating d-galUA concentrations was found to be 553 nkat/mg. A substrate scan revealed similarly high activities for this enzyme also on glucuronic acid, with only side activities on all other monosaccharides tested (Fig. 5C), suggesting that RTO4_11882 represents a uronic acid reductase. In addition, the enzyme was found to prefer NADPH as a cofactor and showed much weaker activity with NADH (Fig. S3). Dehydration of l-galactonate by the putative l-galactonate dehydratase (RTO4_12062) was observed at a high *V*_max_, 2,939 nkat/mg, with a *K_m_* of 5.8 mM (Fig. 5B and Fig. S2B) (29). Activity of the putative 3-deoxy-l-threo-hex-2-ulosonate aldolase (RTO4_12061) was tested by monitoring the reverse reaction of lglyceraldehyde and pyruvate (Fig. 5B and Fig. S2C). Affinities and velocities for both substrates were found to be very similar, with a *K_m_* in the range of about 1 mM and a *V*_max_ of about 510 nkat/mg (Fig. 5B). The putative l-glyceraldehyde reductase (RTO4_9774) displayed Michaelis-Menten kinetics of 0.9 mM, with a *V*_max_ of 535 nkat/mg, for l-glyceraldehyde (Fig. 5B and Fig. S2D). A substrate scan interestingly revealed that this enzyme also appears to be a major pentose reductase of R. toruloides, since robust activities were found for l-ara and d-xyl, with *K_m_*s in the range of 20 to 35 mM (Fig. 5D and Fig. S2D). Lower activities were recorded for other sugars, such as the hexoses d-glc and d-gal, the deoxy-hexose d-rha, and the uronic acid d-glucuronic acid.

10.1128/mSystems.00389-19.2 FIG S2 Protein purification and Michaelis-Menten kinetics of the recombinant d-galUA catabolism pathway enzymes. His-tagged proteins were expressed in E. coli and purified via IMAC; expected molecular weight and purity were determined by SDS-PAGE. Lanes: M, 2- to 212-kDa broad-range protein ladder (New England BioLabs [NEB], Germany) L, load; F, flow; W, wash; T, TEV digest; E, elutions. *In vitro* enzymatic assays were performed to determine the Michaelis-Menten kinetics of the enzymes. (A) The activity of RTO4_11882 with an expected protein size of 37.1 kDa was assessed by measuring the loss of NADPH over time. (B) Recombinant RTO4_12062 has an expected protein size of 55.7 kDa (His tagged) or 53.1 kDa (untagged after TEV cleavage). Activity was determined by a semicarbazide assay. (C) RTO4_12061 has a predicted size of 36.4 kDa, and the *in vitro* activity was determined in the reverse direction with the thiobarbiturate (TBA) assay. The two substrates were l-glyceraldehyde and pyruvate. (D) For RTO4_9774, with an expected protein size of 38.0 kDa, the NADPH loss during reduction of l-glyceraldehyde, l-ara, and d-xyl was measured. Data points are the means of triplicate measurements. Kinetics data were plotted with the IC50 Tool Kit (http://www.ic50.tk/). Download FIG S2, PDF file, 0.2 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00389-19.3 FIG S3 Enzyme activity of d-galUA reductase (RTO4_11882) using d-galUA, dxyl, or d-ara as a substrate (50 mM each) and either NADPH or NADH as a cofactor (0.3 mM). RTO4_11882 showed lower activity with NADH used as a cofactor than with NADPH. However, 8 to 21% of activity remained for NADH, depending on the substrate. Download FIG S3, PDF file, 0.02 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Sugar reductase activities are induced by d-galUA in R. toruloides.

In light of the previous observations, particularly regarding growth physiology and enzymatic characterizations, we aimed to investigate which substrates are able to induce monosaccharide reductase activity in R. toruloides *in vivo*. To this end, reductase assays were performed with whole-cell lysates following growth for 24 h on either d-xyl, d-galUA, d-glc, or glycerol. The enzymatic activity of the cell lysates was tested using d-xyl, d-galUA, d-glc, and l-glyceraldehyde as substrates by measuring the NADPH concentration loss over time. All lysates showed l-glyceraldehyde reductase activity, albeit to various extents (Fig. 6). In contrast, d-galUA and d-glc reductase activities were specific for the cultures grown on d-galUA. Intriguingly, while d-xyl reductase activity was somewhat less specifically induced, growth on d-galUA clearly led to the strongest induction. Considering that RTO4_9774 is induced about 5- to 7-fold on d-galUA over glycerol and d-glc, respectively (Tables 1 and 2), these results suggest that a major part of the observed d-xyl reductase activities is contributed by RTO4_9774 functioning as pentose reductase. 

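The ratio of mean FPKM of RTO4_9774 on d-galUA was 5.69 to glycerol and 7.59 to d-glc. With the libraries grouped as labelled, these ratios were 5.32 and 7.32. On the scale of log2(FPKM + 1), the fold change was 2.51 (SE 0.14, limma adjusted p = 2.82e-07) against glycerol and 2.93 (SE 0.14, limma adjusted p = 8.01e-08) against d-glc.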

The same might be true for the low d-glc reductase activity recorded specifically after induction on d-galUA. In addition, these activities could help to explain the accelerated d-xyl and d-glc consumption in the presence of d-galUA as seen in the mixed cultures (Fig. 1).

**FIG 6:**
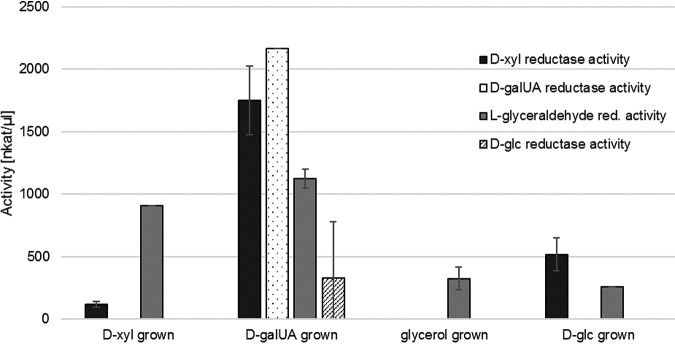
Reductase assays with whole-cell lysates of R. toruloides IFO0880 pregrown on different carbon sources. Measurements were performed from biological triplicate cultures. Error bars represent SD.

### Identification of RTO4_13270 as the first basidiomycete transcription factor involved in the catabolism of d-galUA.

A putative transcription factor, RTO4_13270, exhibited induction on d-galUA (Tables 1 and 2). Moreover, disruption of this gene by T-DNA insertion resulted in a very large fitness disadvantage for growth in d-galUA (Table 2 and Fig. 4), indicating that it might be a key regulator for the catabolism of this carbon source. This novel TF belongs to the same Gal4-like family as the known d-galUA-responsive TF from ascomycetes, GaaR (30, 31), but is otherwise phylogenetically unrelated (Fig. 7A). We assessed conservation of RTO4_13270 in basidiomycetes by searching for homologs in the fungal proteomes from the Pucciniomycotina (to which R. toruloides belongs [Fig. 7B]). Overall, RTO4_13270 was found to be highly conserved in the *Rhodotorula/Rhodosporidium* genus, still relatively conserved in closely related groups, but not at all conserved beyond the Pucciniomycotina.

**FIG 7:**
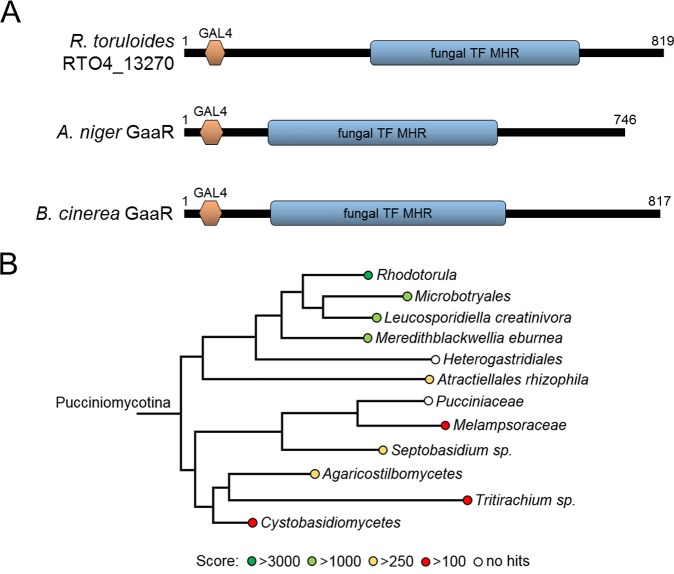
(A) Domain analysis of putative d-galUA transcription factors show presence of GAL4 and fungal transcription factor middle homology region (TF MDH) domains; however, RTO4_13270 has low overall homology to the known ascomycete GaaRs. (B) Phylogenetic tree of putative RTO4_13270 orthologs. Among the Pucciniomycotina subdivision, proteins most closely related to RTO4_13270 are found in the genera *Leucosporidiella* and *Meredithblackwellia*, and Microbotryales. To visualize sequence relationships, BLAST scores were color-coded to the fungal family/genus/species according to their homology. Families with an empty circle did not return any result (these sequences were not publicly available on the Joint Genome Institute’s server).

## DISCUSSION

It has been shown that the red yeast R. toruloides exhibits strong growth on pectin-derived monosaccharides, including d-galUA, d-xyl, l-ara, and d-glc (18). Red yeasts likely fill an opportunistic niche on pectic substrates and assimilate the monosaccharides liberated by the enzymes of other microorganisms (32). For example, *Rhodotorula* species were found to colonize grapes in the presence of other pectinolytic fungi potentially releasing sugars from the fruit tissue (33). In this study, we characterized the d-galUA utilization pathway of R. toruloides by a combination of transcriptomics, genomewide fitness profiling, and biochemical analysis of purified enzymes.

R. toruloides utilizes a nonphosphorylative d-galUA catabolic pathway, as observed in ascomycete filamentous fungi (Fig. 8) (9). The R. toruloides pathway is similar to the T. reesei pathway compared to the A. niger pathway due to the absence of a GaaA homolog and the presence of a functional GAR1 homolog (Fig. 5) (34). 

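RTO4_12062 ranked 2 among the 8578 gene models by mean FPKM on d-galUA, RTO4_11882 ranked 6, RTO4_12061 ranked 7 and RTO4_9774 ranked 11. These 4 genes held 3.96 ± 0.201% of the deposited TPM (SD, n = 3) on d-galUA. Their share was 0.0958 ± 0.0106% on d-glc and 0.140 ± 0.00886% on glycerol.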

The conserved enzymes are highly induced by d-galUA, required for fitness and shown to have the predicted biochemical activities for each catabolic step *in vitro*. When comparing the catalytic activities to those reported for T. reesei and A. niger, the substrate affinities (*K_m_* values) of the R. toruloides enzymes are for the most part surprisingly similar (8, 10, 11, 35) (Table S3). However, particularly for the dehydratase RTO4_12062, the aldolase RTO4_12061, and the l-glyceraldehyde reductase RTO4_9774, the maximal velocities are about 4 to 500 times higher, suggesting that this might contribute to the high efficiency of the pathway flux. Interestingly, the dehydratase and aldolase are clustered in the genome, whereas the pathway reductases are found elsewhere in the genome. 

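The reductase genes lie on other scaffolds than the RTO4_12061 and RTO4_12062 pair. RTO4_11882 is on the plus strand of scaffold 18, from 284007 to 285546. RTO4_9774 is on the plus strand of scaffold 11, from 195622 to 197457. Neither overlapped another gene model of the tables.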

Even though this genomic arrangement differs from the state in the filamentous ascomycetes, in which the aldolase gene (*gaaC*) forms a gene pair with the initial d-galUA reductase gene (*gaaA*) (9), it may indicate that a tight coregulation of the enzyme expression (via a shared promoter region) is beneficial for the pathway as a whole and for the aldolase in particular.

**FIG 8:**
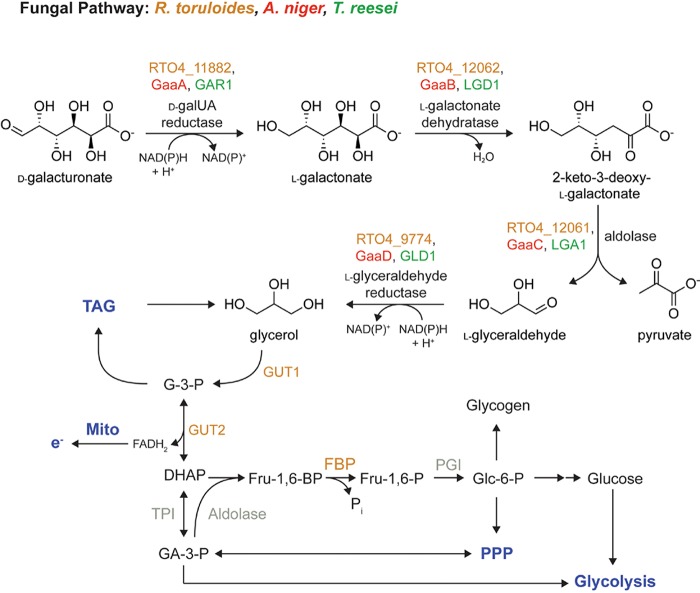
Model of R. toruloides d-galUA catabolism based on combined RNA-seq and RB-TDNA-seq analysis. While the initial enzymatic steps follow the same strategy as known from the ascomycete pathway, genomewide transcriptional and fitness profiling revealed an expanded role for glycerol metabolism and gluconeogenesis in d-galUA catabolism. TAG, triacylglycerol; Mito, mitochondria; PPP, pentose phosphate pathway.

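STL1, RTO4_10704, had a mean FPKM of 2361 ± 39.7 (SD, n = 3) on d-galUA, 273 ± 27.6 on d-glc and 197 ± 15.2 on glycerol. FBP1, RTO4_15423, had a mean FPKM of 852 ± 32.6 on d-galUA, 161 ± 37.6 on d-glc and 142 ± 7.80 on glycerol. The library labelled d-glc replicate 4 had an FPKM of 189 for STL1 and 149 for FBP1. Over the groups as labelled, the means of FBP1 were 158 on d-glc and 138 on glycerol. The log2 fold change of FBP1 on d-galUA was 2.58 (SE 0.16, limma adjusted p = 5.07e-07) against glycerol and 2.42 (SE 0.16, limma adjusted p = 6.76e-07) against d-glc. Among genes of NADPH production, GND1 (RTO4_15167) had 2328 ± 62.7 on d-galUA, 894 ± 91.0 on d-glc and 1187 ± 46.3 on glycerol. ZWF1 (RTO4_10000) had 600 ± 41.8, 173 ± 40.7 and 311 ± 10.9 on these carbon sources. The adjusted p of ZWF1 against glycerol, from limma or Ballgown's test, ranged from 7.02e-05 to 0.0666 over the 22 alternatives, with the highest for the libraries grouped as labelled. MAE1 (RTO4_12761) was lower on d-galUA, at 85.8 ± 1.76, than on glycerol, at 492 ± 49.7. From transcript levels together with fitness profiling, the paper concludes that glycerol metabolism and gluconeogenesis take a larger part in d-galUA catabolism.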

10.1128/mSystems.00389-19.7 TABLE S3 Comparison of catalytic activities of conserved enzymes in the nonphosphorylative d-galUA catabolic pathway between R. toruloides, T. reesei, and A. niger. Download Table S3, PDF file, 0.04 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Another intriguing observation of our study was that the d-galUA catabolism led to an enhanced coutilization of d-glc and d-xyl, which are the most abundant hexose and pentose sugars in plant biomass and therefore a primary target of biorefinery concepts. This is notable, since it was shown that the presence of d-galUA (at low pH) inhibits the assimilation of d-xyl, d-gal, and l-ara in the commonly used fermentation host Saccharomyces cerevisiae, possibly via competitive inhibition of the main transporter Gal2p and a general weak acid toxicity (36). Even though the pH used in this study was higher, the high efficiency of catabolism of d-galUA in R. toruloides may allow sufficient ATP to overcome intracellular toxicity of pathway intermediates or proton efflux, whereas S. cerevisiae is incapable of d-galUA assimilation without engineering (37–39).

Coconsumption of d-galUA with d-glc and d-xyl might furthermore benefit from the multifunctional role of RTO4_9774, as mentioned above. RTO4_9774 is induced on d-galUA, and its additional activities as a pentose reductase and d-glc reductase will help to assimilate these sugars under mixed-culture conditions. Competition of sugars for available enzymes may explain the delay in d-galUA consumption, and the induction of additional catabolizing enzyme genes by d-galUA, as visible in RNA-seq and in the reductase assay (Fig. 6), could further explain the higher growth rate in mixed-sugar cultures. Additionally, the catabolism pathways of d-glc and d-galUA have little overlap and could allow parallel utilization, and d-galUA catabolism does not appear to be repressed by physiological systems such as catabolite repression in the presence of high d-glc concentrations. Future experiments with the single gene deletions will help to address this matter. Excitingly, the observation of sugar coconsumption at high sugar loadings is of high biotechnological relevance for efficient mixed-sugar fermentations of pectin-rich biomass.

The contribution of a specific d-galUA uptake system in R. toruloides to high flux and low competition with other sugars can be potentially attributed to MFS-type transporters. 

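Among the 8578 gene models, RTO4_9841 ranked 9 by mean FPKM on d-galUA. The gene lies on the minus strand of scaffold 11, from 384859 to 388212. Over the 22 alternatives, its log2 fold change against glycerol was between 5.80 and 5.96, with an adjusted p of at most 0.000217 from limma or Ballgown's test.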

One MFS-type sugar transporter, RTO4_9841 (class 2.A.1.1 [http://www.tcdb.org]), exhibited strong induction on d-galUA (mean fragments per kilobase per million [FPKM] of 4,605), and disruption of this gene resulted in a significant fitness defect. Interestingly, its close homolog, RTO4_9846, which probably resulted from a recent duplication event, is also induced on d-galUA, but it did not cause a significant fitness defect and might therefore represent a pseudogene (see Materials and Methods). 

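RTO4_9846, on the plus strand of scaffold 11 from 399543 to 401023, lies 11330 bp from RTO4_9841. Its mean FPKM was 706 ± 68.6 (SD, n = 3) on d-galUA, 5.54 ± 0.579 on d-glc and 18.6 ± 1.11 on glycerol. The log2 fold change was 5.17 (SE 0.11, limma adjusted p = 4.20e-10) against glycerol and 6.76 (SE 0.11, limma adjusted p = 4.70e-11) against d-glc. In the library labelled d-glc replicate 4 the FPKM was 18.8, and the groups as labelled had means of 8.86 on d-glc and 18.4 on glycerol. Reads shared between these paralogs were not excluded as a source of its values.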

Surprisingly, phylogenetic analysis and comparison with the better-described MFS transporters of class 2.A.1.1 from N. crassa (Fig. S4) show that these transporters have higher sequence homology to annotated arabinose transporters (e.g., LAT-1 [40]) than to the GAT-1 family of d-galUA transporters found in ascomycetes. However, the relation of RTO4_9841 and 9846 to pentose transporters and their function in d-galUA uptake are currently unclear.

10.1128/mSystems.00389-19.4 FIG S4 MFS transporter phylogeny using the predicted MFS-type transporters from TCDB class 2.A.1.1 (sugar porter family) and those from the reference organism Neurospora crassa to help in the identification of putative substrates. Download FIG S4, PDF file, 0.3 MB. Copyright © 2019 Protzko et al. 2019 Protzko et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The combination of transcriptomics and functional genomics analysis identified downstream components highly relevant for high d-galUA catabolism. Moreover, our emerging model of d-galUA metabolism in R. toruloides may also serve as a road map for the engineering of d-galUA pathways in other organisms. In particular, three genes seem to be of high importance and received low fitness scores when disrupted by T-DNA insertions: *GUT1*, *GUT2*, and *FBP1*. The first two genes encode the enzymes glycerol kinase and mitochondrial glycerol 3-phosphate dehydrogenase, which are involved in the canonical glycerol metabolism pathway, as known from S. cerevisiae and filamentous fungi (41–43). An efficient glycerol metabolism therefore appears to be crucial for d-galUA assimilation. Moreover, since R. toruloides as an oleaginous yeast has highly efficient TAG biosynthesis and turnover, which is linked to glycerol metabolism at the stage of glycerol-3-phosphate (G-3-P), the d-galUA metabolism might hitchhike on these capacities and benefit from the high possible fluxes (19, 44). In addition, the FAD-dependent oxidation of G-3-P to dihydroxyacetone phosphate (DHAP) in the mitochondrial outer membrane by GUT2 may provide reducing power necessary for the conversion of relatively oxidized d-galUA. This might be supported by the participation of GUT2 in the G-3-P shuttle, which is involved in the maintenance of the NAD:NADH redox balance, for example, in S. cerevisiae (45). The necessity of the fructose bisphosphatase (FBP1) for d-galUA utilization may suggest involvement of gluconeogenesis. Further support for this hypothesis might be derived from the essentiality of the SNF1 complex (all three subunits) for growth fitness on d-galUA. This complex is highly conserved from yeast to humans, is an antagonist of carbon catabolite repression, and promotes gluconeogenesis in the absence of d-glc (23). A proper metabolic switch from d-glc to alternative carbon sources such as d-galUA, including activation of gluconeogenesis, is thus a clear prerequisite for efficient growth under this condition. It remains to be shown whether the newly identified TF RTO4_13270 is a target of the SNF1 complex, since one of its main functions is to activate several TFs by phosphorylation in yeast (46, 47). A downstream product of FBP1, glucose-6-phosphate, also represents an entry gate into the pentose phosphate pathway (PPP), which may be an additional way to generate the necessary reducing equivalents to redox balance the assimilation of d-galUA, an oxidized sugar acid substrate.

The characterization of the d-galUA catabolic pathway described in this work sets the basis for use of R. toruloides as a potential host for pectin-rich waste conversions. The novel enzymes and transporters described here may furthermore be valuable for biotechnological use in anaerobic microbes, such as S. cerevisiae. The present study also demonstrated that the molecular tools now available for R. toruloides make it an ideal model for the elucidation of basic biological concepts, such as carbon sensing, signaling, and substrate utilization (among many others), in basidiomycete fungi.

## MATERIALS AND METHODS

### Strains.

We used R. toruloides IFO0880 (also designated NBRC 0880), which was obtained from the NITE Biological Resource Center (https://www.nite.go.jp/nbrc/), for the growth assays, transcriptional analysis, and functional genomic analysis performed in this study.

### Culture conditions.

Unless otherwise stated, R. toruloides IFO0880 cultures were grown at 30°C in 50 ml of liquid medium in 250-ml baffled flasks with agitation at 250 rpm on a shaker. For strain maintenance rich medium conditions, yeast peptone dextrose (YPD) medium was used supplemented with 2% (wt/vol) d-glc. For growth assays, IFO0880 was precultured in 0.68% (wt/vol) yeast nitrogen base (YNB) without amino acids (Sigma-Aldrich; Y0626), pH 5.5, with 2% (wt/vol) d-glc for 4 days. Afterwards, cells were washed in YNB without carbon. YNB cultures supplemented with the respective carbon source and 0.2% (wt/vol) ammonium sulfate were inoculated with an initial OD at 600 nm (OD_600_) of 0.1. For mixed cultures, substrates were combined in equal amounts to the respective final concentration.

To investigate the growth of R. toruloides on different carbon sources, we tested 50 mM d-glc, d-galUA, and d-xyl either as single carbon sources or in combination. Furthermore, growth on d-glc and d-galUA was also tested at a higher concentration, 500 mM. Assays performed with a 50 mM substrate concentration were performed using sterile 96-well plates with cover. The plates were constantly shaken at 1,000 rpm at 30°C in a thermoblock. For assays with a 500 mM substrate concentration, cells were cultured in a 50-ml volume using 250-ml baffled shake flasks. For transcriptional analysis, R. toruloides was grown in media containing either 50 mM d-galUA or glycerol. E. coli strains were cultured in LB medium supplemented with the respective antibiotics ampicillin (100 μg/ml) and chloramphenicol (68 μg/ml) and incubated at 37°C and with constant agitation at 250 rpm.

### Sugar consumption assays.

At each time point of absorbance measurement, aliquots were taken and diluted with water to a concentration of 1:100. The samples were centrifuged at for 4 min at 15,000 × *g* and 4°C. Subsequently, 400 μl of the supernatant was transferred into a new Eppendorf tube. To determine the remaining sugar content, we used high-pH anion exchange chromatography (HPAEC). Prior to measuring, aliquots of the supernatants were further diluted to a final concentration of 1:5,000. Quantification of monosaccharides was performed as described in references 7 and 48. For elution of neutral monosaccharides, samples were injected into a 3- by 150-mm CarboPac PA20 column at 30°C by using an isocratic mobile phase of 10 mM NaOH and a flow rate of 0.4 ml/min over 13 min.

### RNA sequencing and analysis.

An overnight starting culture of R. toruloides IFO0880 was diluted to an OD (at 600 nm) of 0.2 in 100 ml of YPD (BD Biosciences, San Jose, CA; BD242820) in a 250-ml baffled flask and incubated 8 h at 30°C and 200 rpm on a platform shaker. In this time the culture reached an OD of 1.0. Cultures were then pelleted by centrifugation at a relative centrifugal force (RCF) of 3,000 at room temperature (RT) for 5 min and washed twice with YNB (BD Biosciences; BD291940) medium without a carbon source. This starter culture was then used to inoculate triplicate cultures in YNB plus 2% d-glc (Sigma-Aldrich, St. Louis, MO; G7528), 2% d-galUA, and 2% glycerol (Sigma-Aldrich; G5516) at an OD of 0.1 in 100-ml cultures in 250-ml baffled flasks. Growth on each carbon source was then allowed to proceed to the onset of stationary phase at an OD of 2.0. Approximately 10 OD units were then pelleted and frozen at –80°C for DNA extraction and analysis. Total RNA was isolated using an RNeasy minikit (Qiagen; catalog no. 74104) using on-column DNA digestion (Qiagen; catalog no. 79254). RNA-seq libraries were sequenced on an Illumina HiSeq 4000 system at the QB3 Vincent J. Coates Genomic Sequencing Laboratory (http://qb3.berkeley.edu/gsl/) using standard mRNA enrichment, library construction, and sequencing protocols. Approximately 40 million 50-bp single-end reads were acquired per replicate per condition. Transcript abundances and differential expression were calculated with HiSat 2.1.0, StringTie 1.3.3b, and Ballgown 2.8.4 (49) by mapping against R. toruloides IFO0880 v4 reference transcripts (https://genome.jgi.doe.gov/Rhoto_IFO0880_4/Rhoto_IFO0880_4.home.html).

To cluster genes with significant differential expression, genes with adjusted *P* values of <0.05 across all three conditions were filtered to remove genes with low expression (FPKM < 5 under all conditions) and small fold changes (<2-fold). FPKM values were then clustered using Pearson correlation as the similarity metric and average linkage as the clustering method (hclust function R).

### Barcode sequencing and fitness analysis.

Fitness analysis of a pooled, barcoded R. toruloides T-DNA mutant library was performed as described in reference 22, with minor alterations. Briefly, three aliquots of the previously generated pool of random Agrobacterium tumefaciens insertional mutants were thawed on ice and then inoculated at an OD (600 nm) of 0.2 in 100 ml YPD (BD Biosciences, San Jose, CA; BD242820) in a 250-ml baffled flask and incubated 8 h at 30°C and 200 rpm on a platform shaker. In this time the mutant pools reached an OD of 0.8. At this time, a time zero reference sample of the starter culture was collected for all three replicates. Cultures were then pelleted by centrifugation at an RCF of 3,000 and room temperature for 5 min and washed twice with YNB (BD Biosciences; BD291940) medium without a carbon source. Each starter culture was then used to inoculate new cultures in YNB plus 2% d-glc (Sigma-Aldrich, St. Louis, MO; G7528), 0.2% d-glc, 2% d-galUA, 0.2% d-galUA, and 2% glycerol (Sigma-Aldrich; G5516) at an OD of 0.1 in 100-ml cultures in 250-ml baffled flasks. Growth on each carbon source was then allowed to proceed to the onset of stationary phase (14, 14, 36, 19, and 64 h, respectively, with ODs at sampling of 5, 1.3, 4.1, 0.8, and 1.9, respectively). Approximately 10 OD units were then pelleted and frozen at –80°C for DNA extraction and analysis. Barcode amplification, sequencing, and fitness analysis were performed as described in reference 22. Briefly, barcode sequences are amplified in a PCR that produces Illumina sequencing-ready amplicons. Occurrences of each barcode sequence are then counted in each sample. The locations of hundreds of thousands of barcodes of these are known because the pooled mutant library has been previously deep sequenced and unique barcodes have been mapped to their respective positions on the genome. For each of these mapped barcodes, we compute a strain fitness score: a log_2_ ratio of counts in the experimental sample versus the time zero reference sample. A strongly negative fitness score indicates slow growth for the strain bearing that insertion relative to the general population of the mutant pool. To control for differences in sequencing depth between samples, fitness scores are normalized such that the average fitness score in any condition is zero, as it is generally observed that most T-DNA insertions do not cause a significant phenotype under any one condition. To compensate for potential background mutations in any particular barcoded strain, these strain fitness scores are aggregated among all insertions disrupting the same gene by taking a weighted harmonic mean of all scores, with barcodes weighted in proportion to their relative sequencing depths. Note that these fitness scores are not scaled to the number of generations that occurred in a given experiment, so they cannot be interpreted in terms of absolute growth rates under a given condition without additional information. To assess statistical significance of these gene fitness scores, a modified T-statistic is then calculated, which encapsulates consistency scores both between biological replicates and between barcodes (22).

### Lysate assay.

Cells were precultured for 2 days in 3 ml of YNB (pH 5.5) plus 2 % d-glc in 24-well deep-well plates at 30°C with agitation at 700 rpm. Cells were washed 3 times in 1 ml of YNB medium without a carbon source, followed by 24 h of induction in 3 ml of YNB with the respective carbon source. A volume of 1 ml of the culture was centrifuged at 3,500 rpm and 4°C for 2 min to lyse the cells. The cell pellet was disrupted in 400 μl of lysis buffer (50 mM NaOH, 1 mM EDTA, 1% Triton X-100) with 0.5-mm glass beads using a laboratory bead mill (BeadBug microtube homogenizer; SLG Gauting) for 1 min at maximum speed and RT. For the determination of reductase activity by measuring the loss of NADPH concentration over time, the complete supernatant after cell lysis was used. The total reaction mixture of 100 μl contained 50 mM substrate (d-xyl, d-glc, d-galUA, or glycerol), 0.3 mM NADPH, 100 mM sodium phosphate buffer (pH 7), 0.1 μl of Tween 20, and 50 μl of the different cell lysates. The assay was performed at 30°C in UV-compatible 96-well plates (Corning, Germany) in an Infinite M200 PRO reader (Tecan, Germany) for 5 min in total, measuring the optical density at 340 nm every 15 s. Prior to each measurement, the plates were shaken for 5 s.

### *In vitro* activity assays.

For determination of the activities of *in vitro*-purified enzymes, RTO4_11882, RTO4_12062, RTO4_12061, and RTO4_9774 were cloned into a custom-made HIS6-Tobacco Etch Virus (TEV) expression vector under the control of a T7 promoter and transformed into E. coli (Rosetta) cells. The resulting N-terminally tagged proteins contained an in-frame HIS6-TEV (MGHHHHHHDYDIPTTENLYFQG) fusion sequence. Protein expression was induced by using 1 mM isopropyl-β-d-thiogalactopyranoside (IPTG) at an OD_600_ of 0.4 to 0.6, and cells were incubated overnight at 16°C with agitation at 250 rpm before being harvested by centrifugation at 4°C. For lysis, cells were resuspended in lysis buffer (see above), 20 mg/ml of lysozyme was added, and the suspension was incubated for 1 h at 37°C rotating at 10 rpm. After 30 min and 45 min of incubation, 2.5 μl of DNase I was added. Cell debris was precipitated by centrifugation at 16,000 × *g* and 4°C for 20 min. The supernatant was used for protein purification by immobilized-metal affinity chromatography (IMAC) (50). Chosen elutions were desalted in Vivaspin columns (10,000-Da molecular weight [MW] cutoff; Sartorius, Germany) with storage buffer (20 mM sodium phosphate, 20 mM NaCl [pH 7]) by centrifugation at 3,000 × *g* and 4°C.

Since it was observed that the tagged l-galactonate dehydratase from Hypocrea jecorina (Trichoderma reesei) showed reduced activity (10), the affinity tag of the putative l-galactonate dehydratase was removed by incubation with an in-house-purified and His-tagged TEV protease (ratio, 40:1 [mg:mg]) overnight at 4°C. In a second IMAC, the tag-free protein was collected in the flowthrough and desalted as described above. Protein concentrations were determined with a Bradford assay using Roti-Quant reagent (Roth, Germany) and a bovine serum albumin (BSA) calibration series. The enzymatic activity of the two reductases was determined as described above, but with a total reaction volume of 200 μl and 1 to 2 μg of purified protein instead of cell lysates.

For RTO4_12061, a thiobarbiturate assay according to reference 51 was performed. A 200-μl reaction mixture (50 mM sodium phosphate buffer [pH 7.0], 60 mM pyruvate, and various l-glyceraldehyde concentrations or 25 mM l-glyceraldehyde and various pyruvate concentrations) was mixed with 3.3 μg of protein. Samples were removed during the linear range of the reaction. The reaction was stopped and developed as described, but with half the quantities.

For RTO4_12062, a modified semicarbazide assay was performed (29). One microgram of enzyme was mixed with different l-galactonate concentrations in 5 mM MgCl_2_ and 50 mM sodium phosphate (pH 7.0) in a 180-μl total volume. Within the linear range of the reaction, 80-μl samples were taken, mixed with 20 μl of 2 M HCl, vortexed, and centrifuged at 16,000 × *g* and 4°C for 10 min. Forty microliters of the supernatant was pipetted to 160 μl of semicarbazide solution (1% [wt/vol] semicarbazide, 1% [wt/vol] sodium acetate) and incubated at RT for 30 min. The absorbance was measured at 250 nm in UV-compatible 96-well plates (Corning, Germany). Linear l-galactonate was obtained by dissolving l-galactono-1,4-lactone (Sigma, Germany) in water and adding sodium hydroxide until the pH stopped changing and could be set to pH 7 with 1 M sodium phosphate.

### Synteny identification.

Protein sequences of GAR1, GAR2, LGD1, LGA1, and GLD1 from Trichoderma reesei were acquired from The Universal Protein Resource (UniProt; https://www.uniprot.org/) databases. Sequences were compared by BLASTp (https://blast.ncbi.nlm.nih.gov/Blast.cgi) with T. reesei sequences from FungiDB (http://fungidb.org/fungidb/), and the results illustrating 100% sequence identity were chosen for determination of scaffolds, strand orientation (+ or − strand), and genomic DNA sequence (from ATG to the stop codon). Aspergillus niger protein sequences for *gaaA*, *gaaB*, *gaaC*, and *gaaD* were acquired from FungiDB. The GAR2 sequence of T. reesei (from UniProt) was used to determine the A. niger ortholog in FungiDB by using BLASTp. Their strand orientation (+ or – strand), position on the chromosomes, and genomic DNA sequence (from ATG to the STOP codon) were determined in the FungiDB. For R. toruloides IFO0880, protein sequences of RTO4_11882, RTO4_12062, RTO4_12061, and RTO4_9774 were acquired from MycoCosm (http://jgi.doe.gov/fungi) using the R. toruloides IFO0880 v4 genome. Their strand orientation (+ or – strand), position on the scaffolds, and genomic DNA sequence (from ATG to the stop codon) were determined in MycoCosm. In general, the DNA sequence length of all genes was determined to create an approximation of the gene length in the respective figure. The amino acid sequence of transcription factor RTO4_13270 was retrieved from the Joint Genome Institute (JGI) database (https://genome.jgi.doe.gov/Rhoto_IFO0880_4/Rhoto_IFO0880_4.home.html) and compared to all entries in the Pucciniomycotina tree of MycoCosm by using BLASTp. The best hit of each subgroup was taken and its BLAST score was used to determine homology. The phylogeny of the Pucciniomycotina was taken from MycoCosm and modified with the results from the homology search.

### Phylogenetic analyses.

The protein sequences of RTO4_11882, RTO4_12062, RTO4_12061, and RTO4_9774 from IFO0880 v4 were retrieved from MycoCosm (http://jgi.doe.gov/fungi) and compared to those of their homologs in T. reesei and A. niger. Additionally, the conservation of these genes between R. toruloides and representative basidiomycete organisms was determined by phylogenetic analysis. Amino acid sequences of T. reesei and A. niger were retrieved from UniProt and FungiDB, respectively, as described in the previous section. The protein sequences of the basidiomycete organisms were retrieved from MycoCosm by running BLASTp of the R. toruloides genes against the Basidiomycota tree. Genes with high sequence similarity and from representative families were used for the following analyses. The phylogenetic tree was constructed using Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/) (52–54). The design was finalized using FigTree v1.4.3 (http://tree.bio.ed.ac.uk/software/figtree/) to create a rectangular tree with increasing node ordering and branches transformed to cladogram.

Similarly, R. toruloides proteins annotated as sugar porters or MFS-type by Pfam (http://pfam.xfam.org/) (55–59) were analyzed using the Transporter Classification Database (TCDB; http://www.tcdb.org/) (60). Amino acid sequences of R. toruloides proteins classified as category 2.A.1.1 (sugar porter family) were retrieved from MycoCosm and compared to sequences of N. crassa OR74a transporter proteins of TCDB category 2.A.1.1 (60), which were gathered from FungiDB. For RTO4_9846, due to doubts about correct annotation, an alternative gene model was proposed and used for the phylogenetic analysis. The gene model can be found at https://mycocosm.jgi.doe.gov/cgi-bin/dispGeneModel?db=Rhoto_IFO0880_4&id=9846. As described above, a phylogenetic tree was created with Clustal Omega using these sequence data. The tree was finalized using FigTree v1.4.3 with a polar tree layout, increasing node ordering and with branches transformed to cladogram.

### Data availability.

RNAseq data are available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE127536. BarSeq data are available at the NCBI Sequence Read Archive (SRA) under accession number PRJNA524012.

# Supplementary material for: Genomewide and Enzymatic Analysis Reveals Efficient d-Galacturonic Acid Metabolism in the Basidiomycete Yeast Rhodosporidium toruloides
**Source:** mSystems. 2019 Dec 17;4(6):e00389-19. doi: 10.1128/mSystems.00389-19
**Supplement:** TABLE S2

| Protein ID                       | Name  | Description                                   | Mean FPKM |      |       | Fitness Score |      |       |
|----------------------------------|-------|-----------------------------------------------|-----------|------|-------|---------------|------|-------|
|                                  |       |                                               | D-galUA   | gly  | D-glc | D-galUA       | gly  | D-glc |
| Glycerol Utilization             |       |                                               |           |      |       |               |      |       |
| RTO4_15423                       | FBP1  | Fructose-1,6-bisphosphatase I                 | 852       | 142  | 161   | -2.0          | -0.8 | 0.0   |
| RTO4_11039                       | GUT2  | Glycerol-3-P dehydrogenase                    | 405       | 31   | 49    | -2.2          | -3.1 | -0.1  |
| RTO4_11022                       | GUT1  | Glycerol kinase                               | 122       | 49   | 27    | -3.2          | -3.4 | 0.2   |
| RTO4_10704                       | STL1  | Glycerol transporter                          | 2361      | 197  | 273   | 0.1           | -0.6 | -0.2  |
| Galactose Utilization            |       |                                               |           |      |       |               |      |       |
| RTO4_13990                       | GAL1  | Galactokinase                                 | 87        | 78   | 46    | -0.9          | 0.0  | 0.3   |
| RTO4_8969                        | GAL10 | UDP-glucose 4-epimerase                       | 490       | 440  | 241   | N/A           | N/A  | N/A   |
| RTO4_9959                        | PGM2  | Phosphoglucomutase                            | 202       | 225  | 82    | 0.0           | 0.0  | 0.2   |
| RTO4_13711                       | PRM15 | Phosphoglucomutase                            | 27        | 22   | 20    | 0.2           | 0.3  | 0.3   |
| NADPH Production                 |       |                                               |           |      |       |               |      |       |
| RTO4_15167                       | GND1  | 6-phosphogluconate dehydrogenase              | 2328      | 1187 | 894   | N/A           | N/A  | N/A   |
| RTO4_10000                       | ZWF1  | Glucose-6-phosphate 1-dehydrogenase           | 600       | 311  | 173   | N/A           | N/A  | N/A   |
| RTO4_12761                       | MAE1  | Malic enzyme                                  | 86        | 492  | 121   | 0.1           | 0.2  | -0.1  |
| Regulators of Glucose Metabolism |       |                                               |           |      |       |               |      |       |
| RTO4_10259                       | RIM11 | Glycogen synthase kinase                      | 431       | 775  | 334   | -3.3          | -2.3 | 0.1   |
| RTO4_14809                       | SNF4  | AMP-activated protein kinase subunit          | 18        | 17   | 14    | -3.5          | -1.7 | -0.6  |
| RTO4_15357                       | UBP14 | Ubiquitin carboxyl-terminal hydrolase         | 30        | 20   | 26    | -1.0          | 0.3  | 0.0   |
| RTO4_16778                       | SNF1  | Carbon catabolite-derepressing protein kinase | 54        | 69   | 53    | -3.5          | -1.7 | 0.0   |
| RTO4_8382                        | SIP2  | AMP-activated protein kinase subunit          | 25        | 44   | 30    | -2.2          | -0.3 | 0.5   |

| Protein ID                                                      | Name  | Description                                       | Mean FPKM |     |       | Fitness Score |      |       |
|-----------------------------------------------------------------|-------|---------------------------------------------------|-----------|-----|-------|---------------|------|-------|
|                                                                 |       |                                                   | D-galUA   | gly | D-glc | D-galUA       | gly  | D-glc |
| G proteins                                                      |       |                                                   |           |     |       |               |      |       |
| RTO4_15484                                                      | CDC42 | Rho-like GTPase                                   | 455       | 576 | 370   | -2.0          | -2.8 | 0.6   |
| RTO4_14899                                                      | SEC2  | Rab guanine exchange factor                       | 29        | 25  | 19    | -2.0          | -1.0 | 0.0   |
| RTO4_15198                                                      | RAB6A | Ras-related GTPase                                | 405       | 369 | 256   | -1.2          | -0.3 | -0.5  |
| RTO4_16107                                                      | RIC1  | RAB6A-GEF complex protein                         | 26        | 35  | 29    | -1.1          | -0.7 | -0.5  |
| RTO4_14622                                                      |       | RAB6A-GEF complex protein                         | 24        | 20  | 18    | -1.3          | -0.4 | -0.4  |
| tRNA Thiolation                                                 |       |                                                   |           |     |       |               |      |       |
| RTO4_10764                                                      | NCS2  | tRNA 2-thiolation protein 2                       | 21        | 11  | 17    | -0.8          | -1.2 | 0.3   |
| RTO4_11341                                                      | UBA4  | Adenylyltransferase and sulfurtransferase         | 15        | 9   | 17    | -0.5          | -0.8 | 0.5   |
| RTO4_12817                                                      | NCS6  | tRNA 2-thiolation protein 1                       | 44        | 39  | 56    | -0.5          | -0.9 | 0.4   |
| RTO4_14716                                                      | IKI3  | Elongator complex protein 1                       | 20        | 18  | 23    | -0.4          | -0.7 | 0.2   |
| Miscellaneous genes required for growth on D-galUA and glycerol |       |                                                   |           |     |       |               |      |       |
| RTO4_16598                                                      | LARGE | Glycosyltransferase-like protein                  | 42        | 57  | 67    | -1.2          | 1.2  | 0.3   |
| RTO4_9368                                                       |       | Similar to glycosyltransferases                   | 38        | 38  | 45    | -1.1          | 0.4  | 0.4   |
| RTO4_9490                                                       |       | Similar to glycoside hydrolase family 28 proteins | 22        | 31  | 35    | -1.4          | 2.0  | 0.3   |
| RTO4_14174                                                      |       | Pentatricopeptide repeat protein                  | 70        | 72  | 152   | -1.1          | 0.1  | 0.1   |
| RTO4_13697                                                      | MCM4  | DNA replication licensing factor MCM4             | 40        | 106 | 55    | -1.0          | -0.7 | 0.0   |
| RTO4_12505                                                      |       | Hypothetical protein                              | 25        | 45  | 32    | -1.2          | -1.0 | 0.9   |
| RTO4_12325                                                      | SIT1  | Ferrioxamine B transporter                        | 124       | 2   | 457   | -1.0          | -0.2 | -0.1  |
| RTO4_14610                                                      | BAT1  | Branched-chain amino acid aminotransferase        | 431       | 286 | 645   | -2.8          | -3.5 | 0.0   |
| RTO4_16027                                                      |       | Acetylornithine transaminase                      | 4         | 4   | 4     | -2.0          | -3.1 | -0.5  |
| RTO4_13539                                                      | OPT1  | Oligopeptide transporter                          | 206       | 444 | 196   | -1.0          | -2.1 | -0.3  |
| RTO4_8402                                                       |       | Proteophosphoglycan                               | 26        | 23  | 33    | -3.0          | -3.3 | -1.1  |

# Supplementary material for: Genomewide and Enzymatic Analysis Reveals Efficient d-Galacturonic Acid Metabolism in the Basidiomycete Yeast Rhodosporidium toruloides
**Source:** mSystems. 2019 Dec 17;4(6):e00389-19. doi: 10.1128/mSystems.00389-19
**Supplement:** TABLE S3

| Protein                                         | Substrate(s)                            | Activity<br><i>R. toruloides</i>                         | Activity<br><i>T. reesei</i>           | Activity<br><i>A. niger</i>                 | Ref.                     |
|-------------------------------------------------|-----------------------------------------|----------------------------------------------------------|----------------------------------------|---------------------------------------------|--------------------------|
| D-Galacturonate<br>reductase                    | D-galUA;<br>NADPH<br>$K_M$<br>$V_{Max}$ | <b>RTO4_11882</b><br>6.9 ± 1.6 mM<br>553 ± 37 nkat/mg    | <b>GAR1</b><br>6 mM<br>666.8 nkat/mg   | <b>GaaA</b><br>0.175 mM<br>145 nkat/mg      | (1, 2,<br>this<br>study) |
| L-Galactonate<br>dehydratase                    | L-galactonate<br>$K_M$<br>$V_{Max}$     | <b>RTO4_12062</b><br>5.8 mM<br>2939 ± 97 nkat/mg         | <b>LGD1</b><br>5 mM<br>- (cell lysate) | <b>GaaB</b><br>3.4 mM<br>5.6 nkat/mg        | (1, 2,<br>this<br>study) |
| 3-Deoxy-L-threo-<br>hex-2-ulosonate<br>aldolase | pyruvate<br>$K_M$<br>$V_{Max}$          | <b>RTO4_12061</b><br>0.8 ± 0.2 mM<br>513 ± 24 nkat/mg    | <b>LGA1</b><br>0.5 mM<br>108.4 nkat/mg | <b>GaaC</b><br>-<br>-                       | (3,<br>this<br>study)    |
|                                                 | L-glycerald.<br>$K_M$<br>$V_{Max}$      | <b>RTO4_12061</b><br>1.6 ± 0.1 mM<br>509 ± 16 nkat/mg    | <b>LGA1</b><br>1.2 mM<br>108.4 nkat/mg | <b>GaaC</b><br>-<br>-                       | (3,<br>this<br>study)    |
| L-Glycer-<br>aldehyde<br>reductase              | L-glycerald.<br>$K_M$<br>$V_{Max}$      | <b>RTO4_9774</b><br>0.9 ± 0.3 mM<br>535 ± 26 nkat/mg     | <b>GLD1</b><br>0.9 mM<br>140 nkat/mg   | <b>GaaD</b><br>-<br>-                       | (4,<br>this<br>study)    |
|                                                 | L-arabinose<br>$K_M$<br>$V_{Max}$       | <b>RTO4_9774</b><br>20.1 mM ± 5.0 mM<br>279 ± 14 nkat/mg | <b>GLD1</b><br>-<br>-                  | <b>LarA</b><br>54 ± 6 mM<br>500.1 nkat/mg   | (5,<br>this<br>study)    |
|                                                 | D-xylose<br>$K_M$<br>$V_{Max}$          | <b>RTO4_9774</b><br>35.3 ± 5.7 mM<br>294 ± 13 nkat/mg    | <b>GLD1</b><br>334 mM<br>450 nkat/mg   | <b>LarA</b><br>155 ± 15 mM<br>516.8 nkat/mg | (4, 5,<br>this<br>study) |

## Supplementary References

1. Martens-Uzunova ES, Schaap PJ. 2008. An evolutionary conserved d-galacturonic acid metabolic pathway operates across filamentous fungi capable of pectin degradation. *Fungal Genet Biol* 45:1449–1457. doi:10.1016/j.fgb.2008.08.002.
2. Kuorelahti S, Kalkkinen N, Penttilä M, Londesborough J, Richard P. 2005. Identification in the mold *Hypocrea jecorina* of the first fungal D-galacturonic acid reductase. *Biochemistry* 44:11234–11240. doi:10.1021/bi050792f.
3. Hilditch S, Berghäll S, Kalkkinen N, Penttilä M, Richard P. 2007. The missing link in the fungal D-galacturonate pathway: identification of the L-threo-3-deoxy-hexulosonate aldolase. *J Biol Chem* 282:26195–26201. doi:10.1074/jbc.M704401200.
4. Hackhofer M. 2017. Molecular and biochemical characterization of the pectinolytic capabilities of two basidiomycete red yeasts: *Rhodotorula mucilaginosa* and *Rhodospiridium toruloides*. Master's thesis.
5. Mojzita D, Wiebe M, Hilditch S, Boer H, Penttilä M, Richard P. 2010. Metabolic engineering of fungal strains for conversion of D-galacturonate to meso-galactarate. *Appl Environ Microbiol* 76:169–175. doi:10.1128/AEM.02273-09.

How the deposited data were processed for this re-analysis (not part of the article)

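RNA-seq libraries of R. toruloides IFO0880 grown on d-galUA, d-glc or glycerol were analysed from the tables the authors deposited for 9 libraries. The authors sequenced mRNA as 50-bp single-end reads, mapped them with HISAT2 2.1.0 against the version 4 gene models and estimated abundances with StringTie 1.3.3b. The deposited FPKM of each gene is relative to its length and to the mapped reads of the library. The deposited TPM is the same estimate scaled to the same total in every library. The coverage that the authors deposited is the mean depth of reads over a gene. The authors tested genes with Ballgown 2.8.4. Whether the counting used strand, and how reads that fit several genes were assigned, is not given in the paper's text.

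The labels give 3 d-galUA, 4 d-glc and 2 glycerol libraries, and the paper gives 3 per carbon source. A rule was set to find the libraries behind the paper's Table S1: a set of 3 libraries was taken as a group of the paper when the median difference of its means from the table was at most 1%, and at least 5 times smaller than that of the next set. The rule put the library labelled d-glc replicate 4 in the glycerol group. The copy of Table S1 used here holds 1999 of 8486 genes, so no overlap or set test was run on it. Groups as labelled, and the libraries whose label and group in the paper were the same, were run as alternatives. The latter is the same fit as leaving out the library labelled d-glc replicate 4, and both are counted among the alternatives.

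Values were analysed on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with all libraries in 1 fit, a mean-variance trend and Benjamini-Hochberg adjustment. A gene was counted as differing when the adjusted p of the F test was under 0.05, its mean FPKM was at least 5 on at least 1 carbon source, and mean FPKM differed at least 2-fold. Clusters were made with hierarchical clustering of the FPKM of the 9 libraries, with the similarity and the linkage of the paper, whose text does not state whether means or single libraries were clustered. Each cluster was named by the carbon source with the highest mean of its scaled values. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Depth was computed from coverage and FPKM in M mapped reads of 50 bp (M, mega), with a median of 35.2 over the 9 libraries and a range of 25.8 to 51.9. At these depths, 3 reads on RTO4_9848 correspond to an FPKM of at most 0.174 in the glycerol group. Of the 8578 gene models, 99 were listed at 0 in every library, and 31 were listed at 0 in 1 library while another library of the same group had an FPKM of 10 or more. A value of 0 can therefore be a failed estimate.

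The analysis was tested on simulated data in which 200 of 8578 genes were changed by known fold changes. limma recovered 198 of them, and called 2 of the unchanged genes. Ballgown's test recovered 150 and called 0, and 4.89% of the unchanged genes had an unadjusted p under 0.05. For the test of adjacent genes, sets of 251 genes built with 40 planted pairs and with none gave 43 and 6 adjacent pairs.

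Alternatives covered the pseudocount (0.1 and 5), the genes tested, the minimum FPKM (none and 10), the fold criterion, Ballgown's test, limma without a trend, TPM, median-of-ratios scaling, quantile normalization, the grouping of the libraries, the label's replicate number as a block, and leaving out each library in turn. This rule, these alternatives and the rule for the genes named were fixed before the data were examined. The genes named are every gene named in the paper's text, Tables 1, 2 and S2 and Fig. 4, every gene with a transporter note in Table S1, the neighbors of the RTO4_12061 and RTO4_12062 pair and of the RTO4_9841, RTO4_9846 and RTO4_9848 transporters, and the 5 genes with the largest ratio on each carbon source. Fitness profiling, enzyme assays and growth assays were not analysed here. No genome sequence of this strain was used here, and gene names are those of the paper's tables.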

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

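The tests of neighboring and paralogous genes and of the label in this part were chosen after the results were seen.

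Among the 4 libraries labelled d-glc, 1 library stood apart from the others for 22 of 72 named genes, by Dixon's criterion on the gap over the whole range, and in 21 of these it was the library labelled d-glc replicate 4. Chance gives about 1 in 20. The count is partly fixed by the choice of genes, since 10 of the 72 were picked for their ratio on glycerol or d-glc with this library in the glycerol group, and 6 of these are among the 22. Of the other 62 genes, 16 met the criterion, 15 of them because of this library. Over all 7235 genes with a mean FPKM of 5 or more on at least 1 carbon source, 13.2% met this criterion. The gap over the range was 0.916 for RTO4_12062, 0.858 for RTO4_12061, 0.930 for RTO4_9841, 0.917 for RTO4_9846, 0.982 for RTO4_10452, 0.905 for RTO4_16194, 0.941 for RTO4_13727 and 0.928 for RTO4_13731. It was 0.864 for RTO4_12594, 0.891 for RTO4_12761, 0.872 for RTO4_15198, 0.925 for RTO4_12325, 0.904 for RTO4_14610, 0.833 for RTO4_13539, 0.886 for RTO4_9840 and 0.863 for RTO4_13330. For the 5 genes with the largest ratio on glycerol it was 1, 1, 0.989, 0.994 and 0.994. For RTO4_9848 it was 1, from d-glc replicate 1, the only library labelled d-glc in which the gene was not listed at 0.

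A lower depth of the library labelled d-glc replicate 4 is argued against, since its Pearson correlation across genes with the libraries labelled glycerol was at least 0.987, above its correlation of at most 0.878 with the other libraries labelled d-glc. The means of the paper's glycerol column match the set with this library with a median difference of 5.96e-05%. A mislabelled sample may therefore account for this pattern. No biological explanation was tested, since the labels and the paper give none for this library.

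RTO4_12060, next to RTO4_12061, had a mean FPKM of 80.6 on d-galUA, and the paper does not discuss its expression. Table S1 gives FUS3 and KSS1 as its yeast orthologs. Reads running on from RTO4_12061 at a constant share are argued against: the lowest share on d-galUA, 1.20% of the FPKM of RTO4_12061, would give an FPKM of 1.62 on glycerol, and the highest of the glycerol libraries had 0.501. The gene overlaps another gene model by 27 bp. A dependence on the carbon source stays open, as a hypothesis.

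RTO4_CAND94, between RTO4_12061 and RTO4_12062, had a mean FPKM of 39.3 on d-galUA. Its share of the FPKM of RTO4_12062 was at least 2.87% in the glycerol libraries and at most 0.423% on d-galUA. Reads from transcripts of its neighbor and a transcript of its own cannot be told apart, since the share on d-galUA is the smaller one and the tables hold no position within the gene. RTO4_9842, 8 bp from RTO4_9841, had a mean FPKM of 29.2 on d-galUA. Its share of the FPKM of RTO4_9841 was at least 2.02% on glycerol and at most 0.664% on d-galUA, which leaves the same explanation open. RTO4_9847, between RTO4_9846 and RTO4_9848, had a mean FPKM of 85.5 on d-galUA. Its share of the FPKM of RTO4_9846 was at least 183% on glycerol and 288% on d-glc and at most 12.4% on d-galUA. Its values on glycerol and d-glc are thus above what the share on d-galUA would give. Reads from RTO4_9846 and a transcript of its own cannot be told apart as the source of its rise on d-galUA. Among the 92 CAND gene models, 3 were higher on d-galUA than on both other carbon sources: RTO4_CAND1, RTO4_CAND80 and RTO4_CAND94, chosen after their values were seen.

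Reads shared with RTO4_9841 may add to the values of its paralogs. The share of the FPKM of RTO4_9841 found at RTO4_9846 was 24.0% on glycerol and 15.3% on d-galUA. At the lowest share of RTO4_9848 on d-galUA, 37.2%, its FPKM would be 28.9 on glycerol and 8.63 on d-glc. All 3 glycerol libraries and d-glc replicates 2 and 3 listed it at 0, and d-glc replicate 1 had 0.555, a share of 2.67%. The value of d-glc replicate 1 goes against a constant share, but it is 1 library. A constant share and induction of each copy cannot be told apart here, since the other values of RTO4_9848 are 0, which can be a failed estimate, and transcripts of its own could raise the share of RTO4_9846 on glycerol.

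Genes with the largest ratio on each carbon source that the paper does not discuss are given by their mean FPKM. On d-galUA these were RTO4_9308 with 152.8 and RTO4_15897 with 66.0. On glycerol the 5 genes had 21.4, 6.29, 622, 430.2 and 1028, the last for RTO4_9875. On d-glc the 5 genes had 19.6, 5.40, 10.7, 15.2 and 2583, the last for RTO4_11264, whose mean FPKM was 3.82 on d-galUA and 3.62 on glycerol. No technical explanation was tested for these genes. With the libraries grouped as labelled, the adjusted p of RTO4_11264 on d-galUA against d-glc, from limma, was 0.0614, and over the 22 alternatives, Ballgown's test included, it ranged from 9.55e-11 to 0.0614.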

How the results depend on the processing

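The alternatives are those named in the processing summary. Ballgown's test without the CAND gene models and the share of TPM with each library left out were chosen after seeing the data. So was the replicate block on the libraries whose label and group in the paper were the same. The adjacent genes at least 50 bp apart were also chosen then, after those at least 1000 bp apart had been tested.

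With the libraries grouped as labelled, 928 genes differed between the carbon sources, against 2413. On d-galUA, 381 genes were higher and 331 lower than on glycerol, and 374 higher and 330 lower than on d-glc. On glycerol, 71 genes were higher and 113 lower than on d-glc. The cluster highest on d-glc held 163 genes and that highest on glycerol 285. Of the Table S2 genes, 13 differed between d-galUA and d-glc. Without the library labelled d-glc replicate 4, 2399 genes differed.

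Without a minimum FPKM, the cluster highest on d-galUA held 989 genes, since more genes enter. Leaving out 1 library at a time gave 2399 to 2521 differing genes, 234 to 263 genes higher on d-galUA than on both, and 526 to 772 genes in the cluster highest on d-galUA.

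The labels' replicate numbers do not pair the libraries: libraries of the same number had correlations of their deviations from the group means of -0.151 to 0.215, and libraries of different numbers of -0.278 to 0.369. With the replicate block and the groups as labelled, 1985 genes differed and 377 were higher on glycerol than on d-glc. Number 4 occurs once, so the block fits the library labelled d-glc replicate 4 exactly, while this library still enters the mean FPKM of the d-glc group as labelled. With the block on the libraries whose label and group in the paper were the same, 2395 genes differed and 726 were higher on glycerol than on d-glc.

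Of 2218 values for single genes over the alternatives, 2114 kept their direction and their side of the threshold, 79 were no longer past it, 9 were newly past it and 16 reversed. The fit without the library labelled d-glc replicate 4 enters these tallies more than once. It is the same as that on the libraries whose label and group agree. Of the 79, 38 came from the groups as labelled. For RTO4_9844, d-galUA against d-glc gave a log2 fold change of -0.00033, and 0.0064 with pseudocount 5, 0.014 with Ballgown's test, 0.013 with that test without the CAND gene models, 0.035 with TPM, 0.021 with quantile normalization and 0.19 with the groups as labelled. Leaving out 1 library gave -0.16 to 0.28, and the sign changed without d-galUA replicate 1, at 0.28, and without d-glc replicates 1 or 3, at 0.06 each. The groups as labelled gave -0.22 for RTO4_13727, against 0.39 over the paper's groups (limma adjusted p = 0.0219, and 0.00332 to 0.810 over the alternatives, Ballgown's test included), -0.51 for RTO4_13731 and -0.0113 for RTO4_9840 against d-glc. For RTO4_13731, leaving out 1 library gave -0.0191 to 0.17, with a change of sign without d-glc replicate 1, at -0.0047, and without d-glc replicate 2, at -0.0191. For RTO4_12063 against glycerol it gave -0.19 to 0.12, with a change of sign without d-galUA replicate 3, at 0.12, and without glycerol replicate 1, at 0.05. The cause was not tested.

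The share of TPM in the 10 most abundant genes was 2.12 percentage points higher on d-galUA than on glycerol, and 3.07 with the 50 most abundant genes. Between glycerol and d-glc the difference was -2.02, and -3.91 with 50 genes. Between d-galUA and d-glc it was 0.0978, and -0.840 with 50 genes. With the groups as labelled and 10 genes, the differences were 1.65 for d-galUA against glycerol, -0.814 for glycerol against d-glc and 0.837 for d-galUA against d-glc. Leaving out 1 library gave -0.726 to 0.644 for d-galUA against d-glc, and its sign changed without d-galUA replicate 3, at -0.110, and without d-glc replicate 2, at -0.726. Of the 28 adjacent pairs among genes higher on d-galUA than on both, 1 was at least 1000 bp apart (permutation p = 0.404) and 16 were at least 50 bp apart (permutation p = 1e-05, the smallest that 100000 sets can give). The cause was not tested.

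No scaling moved the median log2 fold change over all genes by as much as 0.1. Between glycerol and d-glc the median was 0.02, and 0.09 with TPM.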

Differences from the paper's values

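For the mean FPKM of the 43 genes of Tables 2 and S2 and for the cluster sizes, no value over the paper's groups was more than 1.5 times the paper's or the reverse. For the mean FPKM this is no independent check, since the groups were chosen by their match with the paper's means. With Ballgown's test, an alternative set before the data were examined, 2383 genes differed between the carbon sources, in clusters of 840 genes on d-glc, 891 on glycerol and 652 on d-galUA. The paper's cluster sizes are 869, 889 and 625.

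Figure 5B of the paper gives both RTO4_12061 and RTO4_12062 on the minus strand. The deposited tables have RTO4_12061 on the minus strand and RTO4_12062 on the plus strand of scaffold 2, as drawn in Fig. 5A. Figure 5B also places RTO4_11882 and RTO4_9774 on other scaffolds than the tables do. In the tables, RTO4_11882 is on the plus strand of scaffold 18 and RTO4_9774 on the plus strand of scaffold 11. The legend of Fig. 5 gives RTO4_12061 and RTO4_12062 a promoter region in common, and the tables place the gene model RTO4_CAND94 between them.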

Other observations

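The tests of other splits of the libraries, of the glycerol genes and of adjacent genes at least 50 bp apart were chosen after the results were seen. Reads shared across close gene borders were written down as an explanation before that, and tested on pairs at least 1000 bp apart. That test did not argue against them (permutation p = 0.404). The explanation was split into the narrower ones given below after the results were seen. The tests of adjacent genes in random order and of the spread of the d-glc libraries were not.

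Among 100 splits of the 9 libraries into groups of 3, the real one included, 1 gave as many genes differing between the carbon sources, 2413, and the highest other split gave 933. For genes higher on d-galUA than on both, 251, it was 5 of 100 splits. The highest other split gave 414, and the median of the other splits was 0. A split can keep the 3 libraries of 1 carbon source together and so count real differences. The share of splits therefore cannot tell whether this count arose by chance. In 20 simulations of unchanged groups the highest count was 0, and it was 0 for each single comparison as well. The criteria thus called no genes in simulated groups that do not differ. This cannot tell what the shared d-galUA libraries add to the joint count. For each pair of carbon sources, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes higher or lower. The share can be no lower than 0.1 there. The highest other split gave 6 genes for d-galUA against glycerol, 11 for d-galUA against d-glc and 12 for glycerol against d-glc.

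The glycerol utilization genes of Table S2 were higher on d-galUA than on glycerol itself. Scaling of the libraries is argued against, since the lowest log2 fold change of the 4 genes over TPM, median-of-ratios scaling and quantile normalization was 1.24. The library labelled d-glc replicate 4 is argued against too, since without it the lowest was 1.36. Growth phase was not tested. By the paper's methods, the RNA cultures of every carbon source were harvested at the same OD. In its fitness profiling, the onset of stationary phase came at a lower OD on glycerol than at the higher d-galUA concentration. The growth phase at harvest may therefore have differed, and its effect cannot be told apart from that of the carbon source here. A response of these genes to d-galUA beyond that to glycerol stays open, as a hypothesis that may be tested in other cultures.

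The d-glc libraries of the paper's group differed more from each other than those of the other groups. The median SD of log2(FPKM + 1) was 0.21 on d-glc, 0.13 on glycerol and 0.08 on d-galUA, over 7235 genes. Counting noise from lower depth is argued against: over 746 genes with a mean FPKM of 100 or more in every group, the median SD was 0.22 on d-glc and 0.11 on glycerol, whose libraries have the lower median depth. The SDs were computed without scaling between libraries. The median-of-ratios factors were 0.917, 1.05 and 1.02 for d-glc replicates 1 to 3. They were 0.995, 0.973 and 1.04 in the glycerol group and 1.00, 1.01 and 1.00 on d-galUA. Offsets of whole libraries and differences between the cultures stay open, and neither was tested.

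The 251 genes higher on d-galUA than on both held 28 adjacent pairs, against 7.44 in random sets of as many genes out of 7235 (permutation p = 1e-05, the smallest that 100000 sets can give). A random order of the genes is thus argued against. Of the pairs, 9 diverge on opposite strands, against 2.21 in random sets (permutation p = 0.00035). At 4-fold there were 96 genes and 11 pairs. Of the 28 pairs, 16 are at least 50 bp apart, against 4.81 in random sets (permutation p = 1e-05, the same limit). A single unspliced 50-bp read cannot overlap both genes of such a pair, so reads shared in this way are argued against as the whole cause, while the closer pairs stay open to them. Transcripts that run on past their 3' ends do not reach the other gene of a diverging pair, and 7 of these 16 pairs diverge, against 1.42 in random sets (permutation p = 0.00063), so run-on is argued against as the cause of the diverging pairs. In the other orientations, and for transcripts that begin before the gene model, transcripts across the borders and regulation of neighboring genes cannot be told apart, since 1 pair is at least 1000 bp apart, against 0.517 in random sets (permutation p = 0.404). Shared regulation of neighbors may be a candidate explanation.

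The 10 most abundant genes held 12.8 ± 0.360% of TPM on d-galUA, 12.7 ± 1.45% on d-glc and 10.6 ± 0.879% on glycerol (SD, n = 3). For d-galUA against glycerol, the exact permutation test (two-sided) gave p = 0.1, the smallest that 3 against 3 libraries allow.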
